# Arabidopsis Flower and Embryo Developmental Genes are Repressed in Seedlings by Different Combinations of Polycomb Group Proteins in Association with Distinct Sets of Cis-regulatory Elements

**DOI:** 10.1371/journal.pgen.1005771

**Published:** 2016-01-13

**Authors:** Hua Wang, Chunmei Liu, Jingfei Cheng, Jian Liu, Lei Zhang, Chongsheng He, Wen-Hui Shen, Hong Jin, Lin Xu, Yijing Zhang

## Abstract

Polycomb repressive complexes (PRCs) play crucial roles in transcriptional repression and developmental regulation in both plants and animals. In plants, depletion of different members of PRCs causes both overlapping and unique phenotypic defects. However, the underlying molecular mechanism determining the target specificity and functional diversity is not sufficiently characterized. Here, we quantitatively compared changes of tri-methylation at H3K27 in Arabidopsis mutants deprived of various key PRC components. We show that CURLY LEAF (CLF), a major catalytic subunit of PRC2, coordinates with different members of PRC1 in suppression of distinct plant developmental programs. We found that expression of flower development genes is repressed in seedlings preferentially *via* non-redundant role of CLF, which specifically associated with LIKE HETEROCHROMATIN PROTEIN1 (LHP1). In contrast, expression of embryo development genes is repressed by PRC1-catalytic core subunits AtBMI1 and AtRING1 in common with PRC2-catalytic enzymes CLF or SWINGER (SWN). This context-dependent role of CLF corresponds well with the change in H3K27me3 profiles, and is remarkably associated with differential co-occupancy of binding motifs of transcription factors (TFs), including MADS box and ABA-related factors. We propose that different combinations of PRC members distinctively regulate different developmental programs, and their target specificity is modulated by specific TFs.

## Author Summary

Polycomb group proteins (PcGs) are essential for development in both animals and plants. Studies in plants are advantageous for elucidation of specific effects of PcGs during development, since most PcG mutants are viable in plants but not in animals. Previous efforts in genetic study of plant PcGs revealed that different PcGs have both common and unique effects on plant development, but the mechanisms underlying the specific regulation of different developmental programs by PcGs are still far from clear. In this study, we quantitatively compared the change in H3K27me3 and gene expression profiles between mutants of key PcG members on a genome-wide scale in Arabidopsis seedlings, and successfully unraveled different developmental programs that are specifically regulated by different combinations of PcGs. This context specific effect of PcGs is closely associated with different sets of transcription factor binding motifs. Together, we revealed on a genome-wide scale that different combinations of PcGs, as well as their association with the binding sites of different TFs, serve to explain the specific regulation of different developmental programs by PcGs.

## Introduction

The evolutionarily conserved Polycomb group proteins (PcGs) are the major epigenetic machinery regulating differentiation and development [1–4]. PcGs mediated repression is achieved by establishment and maintenance of epigenetic modifications surrounding target genes. In both plants and animals, PcGs are classified into two major multi-protein complexes PRC1 and PRC2, which participate in transcriptional repression by catalyzing H3K27 tri-methylation and H2A ubiquitination, respectively [1–4]. Depletion of various PcG components in plants lead to varied developmental defects [5–13]raising a major question about how the functional specificity of PcGs is established.

Study of the functional specificity of PcGs in both plant and animals is non-trivial. Firstly, the majority of PcG components are ubiquitously expressed, and do not have sequence-specific DNA recognition properties. Secondly, members of PcGs generally have functional redundancy and diversity, and it is difficult to distinguish the specific effect of individual members. Plants are advantageous for studying the effect of PcGs in development since most plant PcG mutants are viable, while animal development is generally vulnerable to PcG mutations. Previous efforts in genetic dissection of PcGs’ functions provide important clues as to the specialized functions of PcG members. For example, CURLY LEAF (CLF) and SWINGER (SWN) are two highly similar enzymatic subunits of the PRC2 complex [11], and they play redundant roles in plant development as double mutants *clf swn* show a much more severe phenotype than each of the single mutants [11]. However, this redundancy is partial since SWN cannot rescue the phenotypic defects upon loss of *CLF*, including early flowering and curly leaf [11]. Similarly, lack of either *AtRING1* or *AtBMI1*, the core catalytic factors of PRC1, leads to depression of embryonic traits in seedlings, while only the *atring1a atring1b* double mutant displays severely fused flower phenotype [12,13]. In addition, LIKE HETEROCHROMATIN PROTEIN1 (LHP1, also known as Terminal Flower-2, TFL2) is a PRC1 component [10,14,15] capable of interacting with both PRC1 components AtBMI1 and AtRING1 in vitro [12,13,16]. However, *lhp1* displays some similar phenotypic defects to those of the PRC2 mutant *clf*[10], and more recent evidence showed that LHP1 co-purifies with PRC2 complex [17]. Moreover, studies on different loci led to different conclusions on the interplay between PRC1 and PRC2, including their orders of recruitment into the corresponding complexes [7,18,19]. It seems that different PcGs tend to repress specific gene sets with distinct functions. However, target genes and the mechanisms of specificity for different PcGs are not sufficiently characterized, particularly from a genome-wide point of view.

Multiple mechanisms had been proposed in Arabidopsis to explain the target specificity of PcGs, *e*.*g*. specific recruitment of PcGs by diverse strategies for transcription repression [7,20–27] and selective displacement of PcGs by some transcription factors for transcription de-repression during developmental transitions [28,29]. However, most of these proposed mechanisms are based on studies of some specific genes without an overview at genome-wide scale. It is also worth to note that some conclusions drawn from genome-wide studies may not be always consistent with results obtained at specific gene loci. An example case is regarding the H3K27me3 modification change in the *lhp1* mutant. The global H3K27me3 pattern in the mutant was similar to that in wild-type Col-0 plant, leading to a conclusion that LHP1 is responsible for recognizing H3K27me3 and facilitating PRC1 binding but not for depositing H3K27me3 [14]. However, some more recent ChIP-qPCR results revealed that several PRC2 targets show an obvious reduction of H3K27me3 levels in *lhp1*[17,23]. This discrepancy between genome-wide and ChIP-qPCR results could be due to H3K27me3 differences in *lhp1* being localized to some specific genomic regions, which had been missed in detection by genome-wide profiling with relatively low resolution. Therefore, for unraveling the locus selectivity and distinguishing the specific effects of different PcGs, combining high-resolution genome-scale data with quantitative analyses methods are indispensable.

The next-generation sequencing technology has enabled the detection of epi-genome profiles with high sensitivity and specificity [30–32]. We have recently developed a package for quantitative comparison of epi-genomic data, showing a high quality in dissecting specific epigenomic modifications in animal development [33–36]. Using these newly developed methods, here we quantitatively compared genome-wide changes of H3K27me3 and gene expression profiles in loss-of-function mutants in PRC1 (AtBMI1, AtRING1 and LHP1) and PRC2 (CLF) components in *Arabidopsis* seedlings. We revealed that CLF collaborates with different PRC1 subunits to repress flower and embryo development. We further demonstrated that the target specificity of these different combinations of PcGs is closely associated with different sets of TF binding motifs, pointing to an active interplay between particular TFs and the specific activity of different PcGs.

## Results

### LHP1 co-purified with FIE PRC2 complex

To dissect the composition of PRC2 complex in Arabidopsis, we used the FIE-3XFLAG fusion protein in immunoprecipitation experiments to identify associated proteins from leaf explants cultured in callus-induction medium. Following mass spectrometry analysis (see Methods), we identified the well-documented PRC2 components, including SWN, CLF, EMF2 and VRN2, as well as the previously considered PRC1 component LHP1 (S1 Table), consistent with recent report in inflorescence [17], indicating that the interaction between LHP1 and PRC2 complex is relatively stable across different tissues. It is worth noting that although LHP1 has the ability to bind the core catalytic subunits of PRC1 including AtBMI1 and AtRING1 *in vitro*[12,13,16], neither component was identified here, suggesting a special role for LHP1 in association with PRC2 complex.

### Different PcG subunits have non-redundant roles in repressing particular gene sets via H3K27me3

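H3K27me3 was profiled by ChIP-seq, in which the DNA bound to an antibody against the modified histone is sequenced, in seedlings harvested after 2 weeks. The 10 H3K27me3 libraries come from the wild-type accession Col-0 and from plants with mutations in *CLF* (*clf-29*), in *LHP1* (*tfl2-2* and *lhp1-6*), in both *AtBMI1A* and *AtBMI1B* (*atbmi1a,b*) or in both *AtRING1A* and *AtRING1B* (*atring1a,b*). Each genotype has 2 libraries, except that *tfl2-2* and *lhp1-6* have 1 each and are counted by the Methods as replicates of each other. The Methods give a growth temperature of 22 °C, whereas the sample labels give 21 °C for the first library of each genotype and 22 °C for the second and for *lhp1-6*. The authors mapped the reads to TAIR10 with BWA and called peaks in each library separately with MACS. The files analysed here hold the position of each peak and a score, which is the authors' own value and was used only to rank the peaks within a list. They hold no reads, so the depth is the paper's: after its filter on mapping quality, S2A Table lists 13511258 and 3315229 reads for the first and second Col-0 library, 11910922 and 4190617 for *clf-29*, 17532700 for *tfl2-2*, 17583459 for *lhp1-6*, 13750664 and 9661741 for *atbmi1a,b*, and 36860887 and 2111723 for *atring1a,b*. The lists range from 2209 peaks in the second *atring1a,b* library to 7523 peaks in *lhp1-6*, and the lowest score in every list is close to 50.0. Lists of the first libraries were compared by overlap. A Col-0 peak was counted as lost in a mutant when no peak of that mutant shared 1 bp or more with it, and the M values of MAnorm, which need the reads, were not recomputed. The target genes of a peak were all genes that it overlapped from 1000 bp upstream of the transcription start to the transcription end. With 1 list per library, the intervals given for shares are 95% Wilson intervals that cover counting error only, and no test between genotypes has replicates behind it.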

To compare roles of different PcGs, we used chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) to characterize the genome-wide profiles of H3K27me3 in Col-0, *clf-29*, *tfl2-2*, *atbmi1a*,*b*, and *atring1a*,*b* (S2A Table). In Col-0, 5,055 read enriched H3K27me3 regions (peaks) were identified (S2B Table), 84% of which localized in promoter and genic regions (S1 Fig). 

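The first Col-0 list holds 5055 peaks with a median length of 1760 bp, which cover 10.8 Mb. The centres of 4325 of them (85.6%, 95% Wilson interval 84.6% to 86.5%) lay in a gene body or within 1000 bp upstream of a transcription start, over the 32835 annotated genes whose identifiers match those of the RNA-seq files, and 75.5% lay in a gene body itself. The placement rule moved this share by more than the counting error. It rose to 93.2% when any base of a peak could lie in the region and to 91.3% with 2000 bp upstream.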

The top enriched functions for those peak targets include transcription regulation, carpel and petal development (S2C Table). Notably, almost half of the annotated MADS box proteins are marked by H3K27me3 in seedlings (S2C Table). 

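Expression in Col-0 was computed from the deposited counts as RPKM, with exon lengths from the annotation, and averaged over both Col-0 RNA-seq libraries. For the rank correlation with the peak score, log2 values with a pseudocount of 0.1 were averaged instead. The 7027 genes with a Col-0 peak in the gene body or 1000 bp upstream had a median of 0.222 RPKM, and the other 25800 genes a median of 4.03 RPKM. An expression under 1 RPKM was found for 60.9% of the targets and 40.5% of the other genes. Each library alone gave medians of 0.181 and 0.185 RPKM for the targets and 3.54 and 3.81 RPKM for the other genes, so the gap was far larger than the difference between replicates. Among the targets, by contrast, expression hardly followed the score of the peak (Spearman's rho 0.0137 across genes, which are not independent replicates). With targets restricted to peaks in the gene body, the median fell to 0.0799 RPKM and rho was -0.0443.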

To compare H3K27me3 marks across samples, we first ranked the read intensities of Col-0 H3K27me3 peaks from high to low (Fig 1A panel I), which is positively correlated with the binding of PcG components including FIE, EMF1 and LHP1 (Fig 1A panel VII), and is inversely associated with the expression level of surrounding genes (Fig 1B). 

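Among the first libraries of the mutants, the list of *clf-29* holds 5228 peaks covering 9.07 Mb with a median length of 1520 bp, and that of *atbmi1a,b* 4439 peaks covering 8.74 Mb with a median of 1576 bp. More peaks than in Col-0 were called in *tfl2-2*, with 7034 peaks over 11.6 Mb and a median of 1441 bp, and in *atring1a,b*, with 6579 peaks over 26.0 Mb and a median of 2984 bp. The *atring1a,b* library also has the most reads, and 1965 of its peaks (29.9%) share a score of 3100. A peak was still present at 4129 Col-0 peaks in *clf-29*, 4595 in *tfl2-2*, 3575 in *atbmi1a,b* and 4877 in *atring1a,b*. These numbers describe where peaks were called and give no level of H3K27me3.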

Next, the level of H3K27me3 mark in the corresponding regions in mutants were plotted side-by-side with that of Col-0 (Fig 1A panel III-VI), which showed highly similar patterns, with the global level slightly lower in some mutants as compared to Col-0. Similarly, slight reduction of H3K27me3 has also been reported in Arabidopsis mutant lacking *EMBRYONIC FLOWER*1 (*EMF1*)[32], a plant specific PcG member [37]. These results indicate that lack of any of these PcGs does not lead to complete loss of H3K27me3.

**Fig 1:**
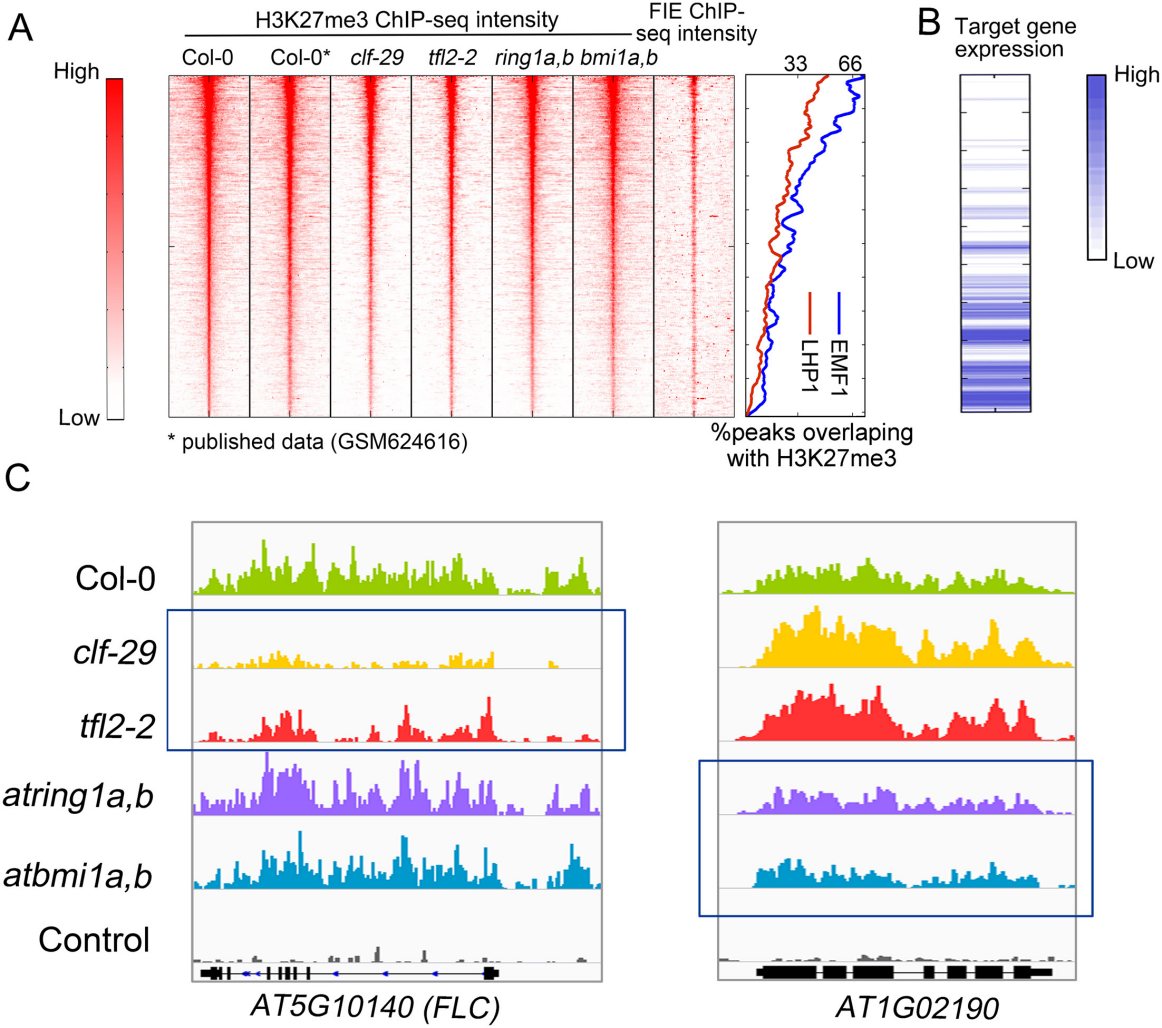
Local difference of H3K27me3 marks in mutants of PcG components. (A) ChIP-seq density heatmaps in Col-0 and PcG mutants, ranked by H3K27me3 read intensity within ±500 bp of peak summits in Col-0. The Pearson correlation coefficient between H3K27me3 intensity in Col-0 and FIE binding within ±50 bp of peak summits is 0.52. ChIP-seq data of H3K27me3 in panel II and FIE binding in panel VII were published previously [40,41]. To compare H3K27me3 level with the bindings of LHP1 and EMF1 based on published ChIP-chip data [15,32], the fraction of EMF1 peaks (blue) or LHP1 peaks (red) Col-0 overlapped with Col-0 H3K27me3 peaks were plotted. (B) RNA-seq intensity heatmap for the targets of H3K27me3 peaks in Col-0 with the same order as in (A). The expression intensity is measured by Reads Per Kilobase per Million of mapped reads (RPKM). (C) (C) IGV screen shots showing the distribution of H3K27me3 mark intensity in Col-0 and different mutants of PcG components. Negative control is Col-0 sample immunoprecipitated with beads but without antibody. Regions showing quantitative reduction of H3K27me3 marks are highlighted by blue box.

However, we observed different sets of loci showing apparent reduction of H3K27me3 in Arabidopsis deprived of different PcG members, suggesting PcG subunits have non-redundant roles in H3K27me3 deposition in local regions (Fig 1C). 

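Peaks at 2 loci of Fig 1C are given in TAIR10 coordinates. *FLC* (AT5G10140) lies on chromosome 5 from 3173382 to 3179448 on the minus strand. In the first Col-0 library, a peak of 6476 bp (3173235 to 3179710) covered the whole gene and a second one lay upstream (3179973 to 3181456). In *clf-29*, the only peak, from 3178242 to 3179484, was 1243 bp long and sat at the 5' end of the gene, and the second *clf-29* library had one at nearly the same place (3178246 to 3179811). *tfl2-2* kept 2 separate peaks (3174371 to 3175852 and 3177059 to 3179733), as did *lhp1-6* (3174084 to 3175838 and 3176051 to 3179440). In *atbmi1a,b* a peak ran from 3173602 to 3179590 with another upstream (3180330 to 3181554), and in *atring1a,b* from 3172111 to 3181818. No peak was called at *FLC* in the second libraries of Col-0, *atbmi1a,b* and *atring1a,b*, so its absence there is not specific to a mutant. *FLC* transcripts were at 19.5 ± 12.5 CPM (counts scaled to a common library size by TMM) in Col-0 and 34.8 ± 3.57 in *clf-29* (SD, n = 2 each), a log2 fold change of 0.84 (standard error 0.62, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is within the spread between replicates (0.18 and 1.80 in the 2 pairs of libraries).
AT1G02190 lies on chromosome 1 from 415074 to 418027 on the plus strand. Its peak in the first Col-0 library ran from 414688 to 418269, and a peak over the gene was called in every other first library: 414822 to 420225 in *clf-29*, 414703 to 418275 in *tfl2-2*, 414985 to 418213 in *atbmi1a,b* and 414479 to 422836 in *atring1a,b*. The peak ran from 414838 to 418121 in *lhp1-6* and from 414961 to 418194 in the second *atring1a,b* library. No peak was called there in the second libraries of Col-0, *clf-29* and *atbmi1a,b*. Its transcripts were at 0.625 ± 0.606 CPM in Col-0 and 5.69 ± 2.62 in *atbmi1a,b* (SD, n = 2 each). The log2 fold change there was 3.11 (standard error 0.92, adjusted p = 0.26 from edgeR's quasi-likelihood test). The adjusted p was 0.0499 with a term for the replicate 2 libraries of 4 genotypes, chosen after the data were seen, and lay between 0.0149 (DESeq2) and 1 (edgeR on the 4 libraries compared) over the alternatives. The rise was not specific to *atbmi1a,b*: the transcripts were at 10.3 CPM in *tfl2-2*, 10.1 in *lhp1-6*, 17.9 ± 18.6 in *atring1a,b* and 11.5 ± 4.11 in *clf-29swn-21*, and at 2.15 ± 0.285 in *clf-29* and 0.24 ± 0.126 in the libraries labelled *swn-21* (SD, n = 2, with 1 library each of *tfl2-2* and *lhp1-6*).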

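Over the first libraries, 18.3% of the Col-0 peaks (95% Wilson interval 17.3% to 19.4%) were lost in *clf-29*, 9.10% (8.34% to 9.92%) in *tfl2-2*, 3.52% (3.05% to 4.07%) in *atring1a,b* and 29.3% (28.0% to 30.6%) in *atbmi1a,b*. The second Col-0 library, of the same genotype but with fewer reads, missed 43.4% (42.0% to 44.7%) of the same peaks. None of these 4 first libraries missed a larger share, but the second libraries of *atring1a,b* and *atbmi1a,b* did, with 59.6% and 44.4% of the first Col-0 list. Lost peaks had low scores. Their median score was 82.5 in *clf-29*, against 200.2 for the peaks kept there, and 96.8 against 213.7 in *atbmi1a,b*. In the lowest decile of Col-0 scores, the second Col-0 library missed 69.8% of the peaks and *clf-29* 49.0%, and in the highest decile 18.6% and 0.198%. Requiring that mutant peaks cover at least 50% of a Col-0 peak raised the loss to 1328 peaks in *clf-29* and, by the largest ratio, to 798 peaks in *tfl2-2*.

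**Figure D1:**
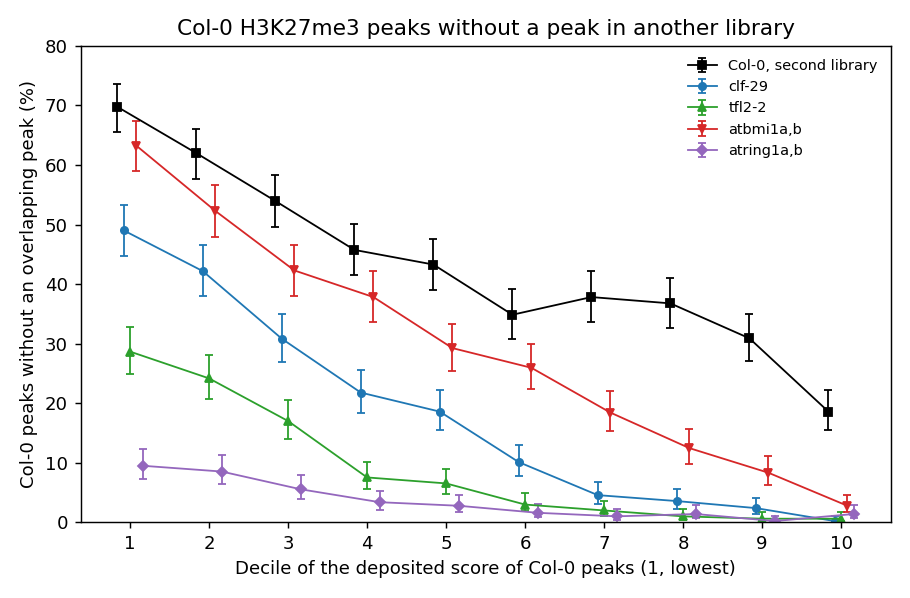
Share of Col-0 H3K27me3 peaks (%, y axis) without an overlapping peak in the second Col-0 library or in the first library of *clf-29*, *tfl2-2*, *atbmi1a,b* or *atring1a,b*, by decile of the authors' score of the Col-0 peaks (x axis, lowest scores at the left). Points are shares of the peaks of a decile and bars are 95% Wilson intervals. The share falls from 69.8% to 18.6% in the second Col-0 library and from 49.0% to 0.198% in *clf-29*.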

Traditional peak overlap method showed poor performance in characterizing H3K27me3 changes in PcG mutants (S2 Fig). Thus, we used the pipeline of MAnorm, a software package specifically designed for quantitative comparison of ChIP-seq datasets [33]. MAnorm derives its power from definition of M value, a statistic characterizing the strength of differential binding, the higher the absolute M value, the larger the difference, with the sign (+/-) representing higher intensity in PcG mutants or Col-0. 

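In the first *clf-29* library, 926 Col-0 peaks had no overlapping peak, and 977 of the *clf-29* peaks lay outside all Col-0 peaks. Against the list of the second *clf-29* library, 1421 peaks of the first Col-0 list were missing and 1090 *clf-29* peaks lay outside. When the second *clf-29* library was set against the second Col-0 library, 543 Col-0 peaks were missing and 2071 *clf-29* peaks lay outside the Col-0 peaks. Which of the numbers was larger thus changed with the lists compared. Presence of a peak is another measure than the M value, which compares read intensity within regions.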

In *clf-29*, we identified substantially more regions with reduced H3K27me3 modification than with increased H3K27me3 marks (Fig 2A), consistent with a major role for CLF in catalyzing H3K27me3. 

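In *tfl2-2*, 460 Col-0 peaks were without a peak and 2094 *tfl2-2* peaks lay outside the Col-0 peaks. In *atbmi1a,b* the order was the other way round, with 1480 Col-0 peaks without a peak and 806 *atbmi1a,b* peaks outside. With the second libraries on both sides, 825 Col-0 peaks were missing in *atbmi1a,b* and 1349 of its peaks lay outside, so the order in this mutant changed with the pair of libraries.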

Intriguingly, similar pattern was also observed in *tfl2-2* and *atbmi1a*,*b* (S3 Fig), thus, PRC1 factors possibly contribute to H3K27me3 establishment. We also found hundreds of regions with increased H3K27me3 in *clf-29*, majority (68%) of which overlapped with H3K27me3 peaks in Col-0, while those non-overlapping regions also tend to be marked by H3K27me3 in Col-0, which are below peak detection cutoff, as shown by the read intensity distribution plot (S4 Fig). This increase of H3K27me3 in *clf-29* could be possibly due to the effect of other PcGs. Previous studies in both human and *Drosophila* also observed hyper-methylation of H3K27 in Ezh2 mutants [38,39], but no consensus has been made about the underlying mechanism.

**Fig 2:**
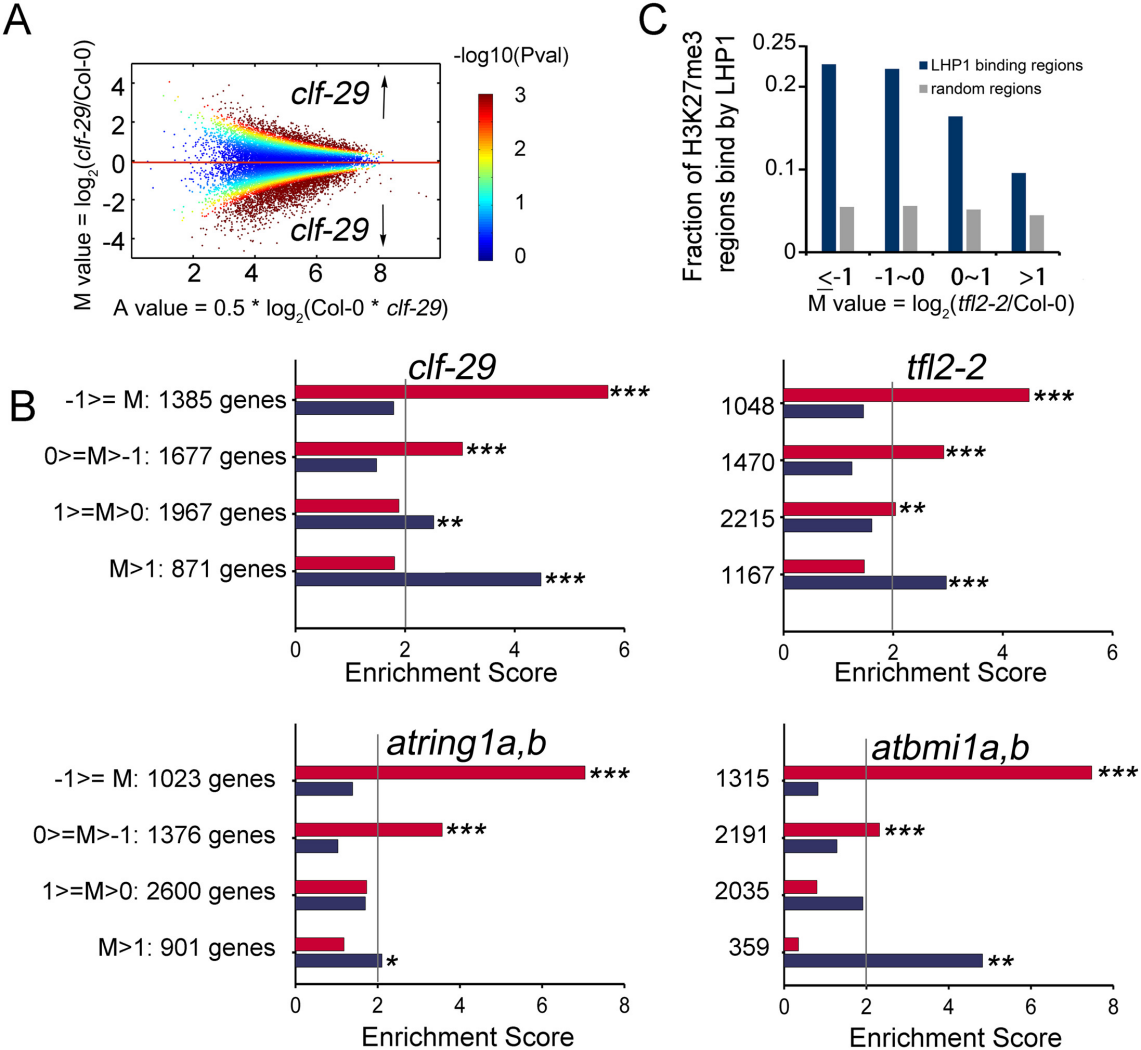
Quantitative difference of H3K27me3 marks are inversely correlated with the change of target gene expression in PcG mutants. (A) MA plot of all peaks from comparison of *clf-29* and Col-0 after normalization by MAnorm. Each dot represents a peak. X-axis is the A value, which represents the average intensity. Y-axis is the M value, which represents the difference of the intensity. Here, positive M value indicates higher H3K27me3 level in *clf-29* as compared to that in Col-0, and negative M value represents lower H3K27me3 level in *clf-29*. The color range represents -log10 P value associated with normalized peaks. (B) Enrichment of H3K27me3 peak targets with different M values in gene sets whose expression are regulated by different PcGs. The target genes were grouped by the M values of nearby peaks. For each group, the overlap with differentially expressed genes in a given PcG mutant was compared to the expected overlap at random; x-axis represents enrichment score. Fishers’ exact test was used to test the significance of overlap. *, P value <5e-2; **, P value <1e-2; ***, P value <1e-3. (C) Bar plot showing the percentage of H3K27me3 peaks with different M values in *tlf2-2* overlapped with LHP1 binding sites.

To test if the quantitative difference of H3K27me3 has an effect on differential expression of target genes, H3K27me3 regions were partitioned to consecutive groups ranked by M value, and the gene targets for each group were identified (see Methods). The percentage of genes showing differential expression, up or down regulation separately, are depicted for each group (Fig 2B). In general, target genes associated with negative M value—that is, peaks with reduced H3K27me3 in mutants—were enriched in genes more highly expressed in mutants, and vice versa, which is consistent with the repressive role of H3K27me3. This indicates that the M value determined by MAnorm reflects authentic H3K27me3 changes.

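The 4555 tested genes that are targets of the first Col-0 list were divided by whether a peak at them was lost in a mutant. In *atbmi1a,b*, 216 of 1339 targets of lost peaks (16.1%) were called higher, against 8.15% of the targets of kept peaks, an odds ratio of 2.17 (two-sided Fisher's exact test over genes, adjusted p = 9.3e-14 over 8 comparisons). Of the same targets, 1.12% were called lower, against 2.36% (odds ratio 0.468, adjusted p = 0.0206, Fisher's exact test). In *clf-29*, 41 of 594 targets of lost peaks (6.90%) were called higher, against 4.54% (odds ratio 1.56, adjusted p = 0.0422, Fisher's exact test), and in *atring1a,b* 36 of 184 (19.6%), against 13.4% (odds ratio 1.57, adjusted p = 0.0422, Fisher's exact test). For peaks lost in *tfl2-2*, the genes were called over both LHP1 mutant lines, *tfl2-2* and *lhp1-6*. There was no such difference there (13 of 282 targets, 4.61% against 5.76%, odds ratio 0.791, adjusted p = 0.676, Fisher's exact test). Counting a Col-0 peak as lost when under 50% of it was covered turned the odds ratio in *tfl2-2* to 1.498 (adjusted p = 0.0397, Fisher's exact test). It raised that in *clf-29* to 2.33 (unadjusted p = 1.32e-08, Fisher's exact test). The odds ratio was then 2.43 in *atbmi1a,b* and 1.52 in *atring1a,b*. With genes called by an adjusted p under 0.05, 0 targets of lost peaks remained in *clf-29*. As 3 targets of kept peaks were called higher there, these are too few to compare. By the same criterion 0 targets of lost peaks remained in *tfl2-2*, and the odds ratio for genes called higher was 3.95 in *atbmi1a,b* and 2.15 in *atring1a,b*. Peak overlap stands here in place of the M value.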

Since loss of *LHP1* affects the H3K27me3 level for thousands of genes, we wondered whether the effect of LHP1 on H3K27me3 is direct or indirect. Previous evidence suggested that LHP1 co-localizes with H3K27me3 [14,15]. We compared the overlap between LHP1 binding peaks and genomic regions with change of H3K27me3 in *tfl2-2* characterized by M value (Fig 2C). Notably, nearly 1/4 regions with reduced H3K27me3 level (M<0) overlap with LHP1 binding sites as determined by previous ChIP-chip study [15]. The overlap is significantly higher (P value < 1e-3) than expected by chance based on permutation test (see Methods). In addition, we observed that the higher the effect of LHP1 on deposition of H3K27me3—as indicated by low M values—the higher the percentage of corresponding H3K27me3 regions overlapping with LHP1 binding, indicating a direct relationship between LHP1 binding and H3K27me3 change.

### Different sets of H3K27me3 loci are preferentially regulated by distinct combinations of PcGs

To dissect the cooperation of these PcGs on H3K27me3 modification, we collected 3,289 H3K27me3 regions regulated by at least one PcG component, and clustered the M values of H3K27me3 change in these regions to 3 clusters (Fig 3A and S3A Table). Although LHP1 physically interacts with AtRING1 and AtBMI1 *in vitro*[12,13,16], the H3K27me3 change profile in *tfl2-2* is closely correlated with that of *clf-29*, with 1,982 regions (peak set I) showing concerted reduction of H3K27me3 in both mutants. On the other hand, loss of AtBMI1A and AtBMI1B or AtRING1A and AtRING1B specifically reduced H3K27me3 level in 566 regions (peak set II), which represents PRC2 target sites affected by AtBMI1 and AtRING1 directly or indirectly, but is independent of LHP1. Thus, the dependence of H3K27me3 on LHP1 seems tightly correlated with the specific effect of CLF. In addition, 741 regions belonging to class III show increased H3K27me3 levels.

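Of the Col-0 peaks, 353 were lost in both *clf-29* and *tfl2-2*, 573 in *clf-29* only and 107 in *tfl2-2* only. Loss in one mutant thus went with loss in the other, with an odds ratio of 23.2 (two-sided Fisher's exact test over peaks, p = 2.63e-188, describing these 2 libraries). Because peaks of low score are missed more often in every list, the odds ratio was also computed within deciles of the Col-0 score, where it was 10.7. The same stratified odds ratio was 1.10 for *clf-29* with *atring1a,b*, 1.04 for *clf-29* with *atbmi1a,b*, 1.76 for *tfl2-2* with *atring1a,b* and 2.13 for *tfl2-2* with *atbmi1a,b*. Among Col-0 peaks with scores above the median of the list, the unstratified odds ratio of *clf-29* with *atring1a,b* fell from 2.42 to 0.853 and was no longer above 1. These peaks are not the paper's peak set I, which was built from M values. From the clusters of M values, the paper proposes that the dependence of H3K27me3 on LHP1 is tied to the specific effect of CLF.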

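Loss in *atring1a,b* and in *atbmi1a,b* also coincided. Both mutants lacked 138 Col-0 peaks, and 40 were lost in *atring1a,b* only (odds ratio 9.09, two-sided Fisher's exact test over peaks, p = 7.39e-42, and 5.89 within deciles of the score). Of these peaks, 28 also belong to the peaks lost in both *clf-29* and *tfl2-2*. The *atring1a,b* library has the most reads of these lists.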

**Fig 3:**
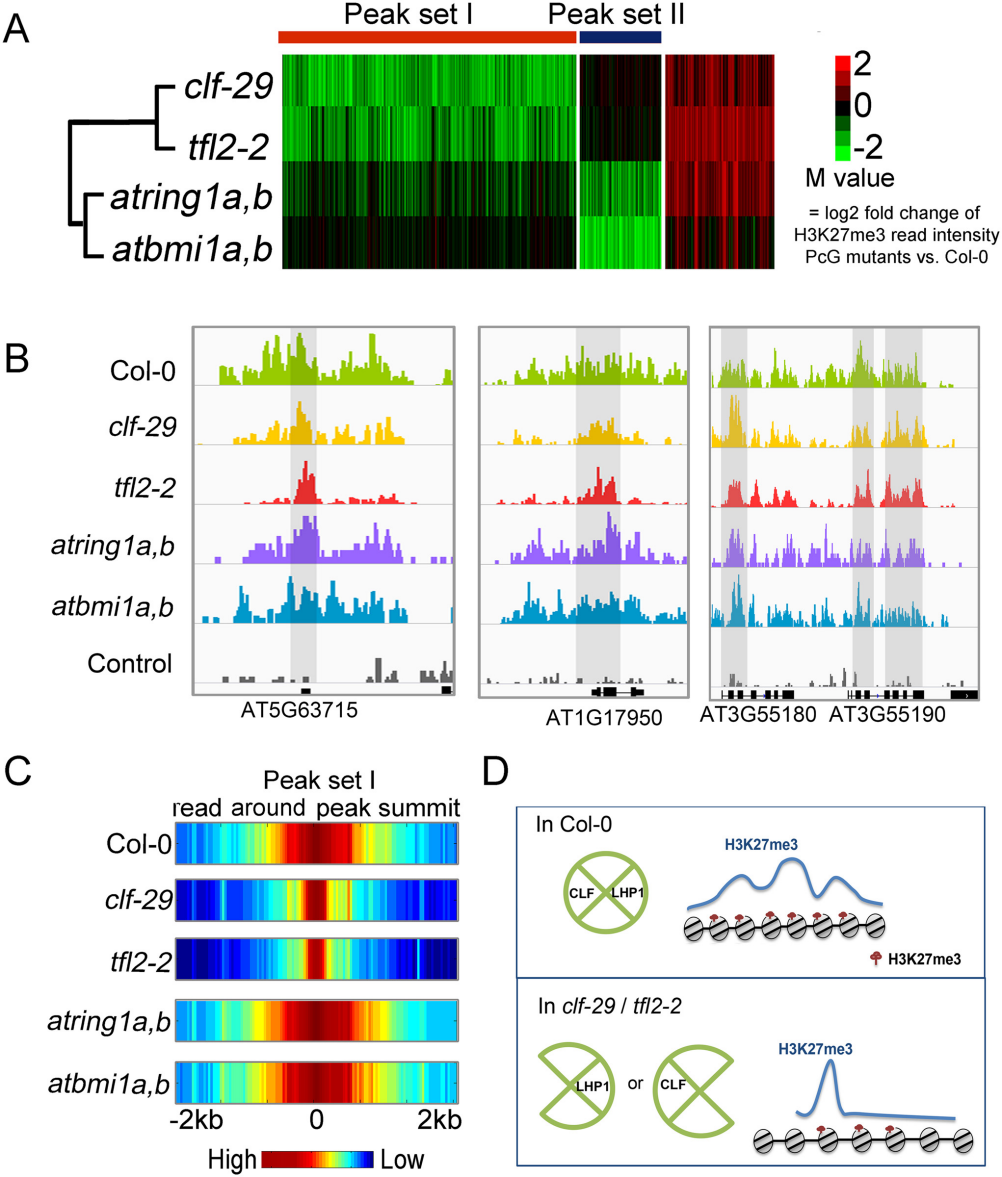
*clf-29* and *tfl2-2* show coordinated H3K27me3 change profiles distinct from those in *atring1a*,*b* and *atbmi1a*,*b*. K-means clustering of M values characterizing the quantitative change of H3K27me3 in PcG mutants. Definition of H3K27me3 quantitative change regions were based on combined criteria |M|>1 and P value <1e-3. Green and red colors represent lower and higher H3K27me3 levels in PcG mutants compared to that in Col-0. IGV screenshots support CLF and LHP1 participate in H3K27me3 elongation. Grey areas represent regions where significant H3K27me3 reductions happen mainly in surrounding regions but not in summit regions in *tfl2-2* and *clf-29* compared to Col-0. It’s worth noting that no smooth should be applied while preparing data for IGV screenshots, or else the difference between Col and *clf-29* or *tfl-2* would not be as obvious as the raw data. (C) Visualization of the profile of average read intensity around peak summits. All regions from peak set I were aligned such that peak summit is in the center of each region. Next, average read intensities were calculated and plotted for each consecutive 50 bp. (D) The diagram illustrates the finding based on H3K27me3 ChIP-seq data comparisons that LHP1 and CLF participate in elongation of H3K27me3 mark.

It is remarkable to find that CLF and LHP1 have a coordinated effect on H3K27me3 modifications at many genome regions. We wondered how these two factors control H3K27me3 around similar loci. 

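Where a Col-0 peak was kept, the share of its length covered by mutant peaks had a median of 90.2% in *clf-29* (95% interval of the median 89.5% to 90.8%) and 91.1% in *tfl2-2* (90.6% to 91.6%). In *atring1a,b* the median was 100%, and in *atbmi1a,b* it was 88.6% (87.8% to 89.3%), so a reduced cover was not limited to *clf-29* and *tfl2-2*. Under 50% of the length was covered at 402 peaks in *clf-29*, 338 in *tfl2-2* and 298 in *atbmi1a,b*. The second libraries gave medians of 100% in *clf-29*, 100% in *atbmi1a,b* and 99.0% in *atring1a,b*, whereas *lhp1-6* gave 72.8%. The reduction of the median in *clf-29* and *atbmi1a,b* therefore rests on the first library, but 100% is the highest value a median can take. In the second *clf-29* library, under 50% of the length was still covered at 4.87% of the kept peaks. This share was 0.419% in the second Col-0 library, 1.64% in that of *atbmi1a,b* and 1.57% in that of *atring1a,b*.
Peak ends were read at 3 loci. At *MYB52* (AT1G17950, chromosome 1, 6177481 to 6179289, plus strand), the Col-0 peak of 5804 bp (6175068 to 6180871) stood against 2294 bp in *clf-29* (6176956 to 6179249), 2432 bp in the second *clf-29* library, 1556 bp in *tfl2-2*, 2142 bp in *lhp1-6*, 4594 bp in *atbmi1a,b* and 9680 bp in *atring1a,b*. At *MIR166g* (AT5G63715, chromosome 5, 25504798 to 25504919, plus strand), peak lengths were 2097 bp in Col-0 and 2773 bp in the second Col-0 library, 1010 bp in *clf-29*, 952 bp in *tfl2-2*, 1646 bp in *lhp1-6* and 1681 bp in *atbmi1a,b*, with no peak in the second *clf-29* library. They were 3841 bp in *atring1a,b*, and 2268 bp and 2367 bp in the second libraries of *atbmi1a,b* and *atring1a,b*. A single Col-0 peak of 5640 bp spanned AT3G55180 (chromosome 3, 20454746 to 20456843, plus strand) and its neighbour. At AT3G55180 it was shortened to 2523 bp in *clf-29*, 2160 bp in *tfl2-2* and also to 2343 bp in *atbmi1a,b*. Of the other libraries, Col-0 had 6117 bp, *clf-29* 2254 bp, *lhp1-6* 1243 bp, *atring1a,b* 3035 bp and *atbmi1a,b* 6312 bp, so the shortening in *atbmi1a,b* rests on its first library.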

A closer look at regions in peak set I indicates that loss of *CLF* or *LHP1* lead to apparent reduction of H3K27me3 in surrounding regions, but for most cases the signal at the summit is only slightly reduced (Fig 3B). A similar finding was reported supporting CLF-dependent disperse of H3K27me3 around transgenes carrying AG regulatory sequences [42]. Heatmap in Fig 3C showed the average read intensity around summits of peak set I (Fig 3D). Statistical analysis detected this phenomenon for 51% and 53% H3K27me3 reduction regions in *clf-29* and *tfl2-2*, respectively (S3B and S3C Table), indicating that CLF and LHP1 participate in H3K27me3 spreading.

### The expression of genes involved in different developmental processes are regulated by distinct combinations of PcGs

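RNA-seq was done on 14 libraries of the 8 genotypes Col-0, *clf-29*, *swn-21*, *clf-29swn-21*, *tfl2-2*, *lhp1-6*, *atbmi1a,b* and *atring1a,b*. Here *swn-21* is a mutant of *SWN*, which like *CLF* encodes a PRC2 methyltransferase, and *clf-29swn-21* lacks both. Each genotype has 2 libraries apart from *tfl2-2* and *lhp1-6*, which have 1 each and were joined as 1 group of LHP1 mutant lines. The Methods state that *clf-29swn-21* was grown on medium and harvested as whole plants, whereas the other plants grew in soil; the labels describe all material as free of roots. The labels give 21 °C for 7 libraries, among them both LHP1 lines, and 22 °C for the other 7, among them both *swn-21* libraries. The authors mapped the reads with TOPHAT to TAIR10 and deposited the number of reads counted on each of 33602 genes without normalization. Counts on genes summed to between 17277027 and 36205758 per library, with a median of 27823570. The libraries labelled 21 °C were deeper (27948398 to 36205758, median 34855288) than those labelled 22 °C (17277027 to 27698743, median 20722005), and the Col-0 libraries hold 35517323 and 21394358 counts. Counts on no gene or on several (2.66% to 3.43% of a library) were left out.
The 22060 genes that passed edgeR's filter on low counts were tested in 1 fit of all 14 libraries, with TMM normalization and the quasi-likelihood test. A gene was called when its log2 fold change against Col-0 was above 1 in either direction and its P value under 0.05, taken from the Methods, which print the first criterion with a smaller-than sign. The Methods used DESeq, and the authors' deposited table compares single libraries. The number of genes with a Benjamini-Hochberg adjusted p under 0.05 is given beside each count. With 2 libraries per group, the biological coefficient of variation was 0.348. Counts of all 14 libraries were simulated from the Col-0 means, with changes set in *clf-29* only at genes above about 1 CPM in Col-0. No batch shared between genotypes was put in. Over 20863 genes, this procedure recovered 94% of 200 changed genes and called 554 unchanged ones by the P value, and 62% and 4 by the adjusted p. The recovered shares do not cover genes with few counts in Col-0. The 2 *swn-21* libraries differed by little more than sampling noise (chi-square per degree of freedom 1.30, against 15.1 to 280.2 in the other groups). They were kept as 2 samples. That ratio cannot show that they are 2 samples, since 2 runs of 1 library could give it too. The n = 2 given for *swn-21* therefore rests on the labels.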

To investigate the functional consequence of the distinct H3K27me3 profile controlled by different combinations of PcGs, we first characterized the transcriptome change in each PcG mutant, including *atring1a*,*b*, *atbmi1a*,*b*, *clf-29*, *lhp1-6*,and *tfl2-2*. Next, 2,438 genes with differential expression in at least one of the five mutants were collected, and partitioned to 3 groups according to the expression change pattern across the 5 samples via k-means clustering (Fig 4A and S4A Table). 

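Against Col-0, 562 genes were called in *clf-29* (438 higher and 124 lower), 869 in the LHP1 mutant lines (444 and 425), 1213 in *atbmi1a,b* (875 and 338) and 1679 in *atring1a,b* (1105 and 574). With the adjusted p in place of P, 6, 22, 212 and 303 genes were left, and 10, 68, 451 and 676 when a term for the replicate 2 libraries of Col-0, *clf-29*, *atbmi1a,b* and *atring1a,b*, chosen after the data were seen, was added to the fit. The choice that lowered the calls most, apart from the adjustment, was to fit only the 4 libraries of the 2 groups compared, which left 258 genes in *clf-29* and 988 in *atring1a,b*. Together the 4 comparisons called 2935 genes, and k-means clustering of their log2 fold changes gave 3 groups of 1412, 389 and 1134 genes, the same under 4 other random starts. The group with the lowest mean change was numbered III, and of the other 2 the one with the higher change in *clf-29* and the LHP1 mutant lines relative to *atring1a,b* and *atbmi1a,b* was numbered I. Group I as numbered here also rose in the PRC1 mutants, so its profile differs from that of group I in Fig 4A. In the authors' deposited table, the same criterion over the 5 mutants selects 2759 genes, of which 1619 were also called here.
By a rule set before the data were examined, the genes with the largest changes past the adjusted p in the same direction in both pairs of libraries are named. In the LHP1 mutant lines these include AT4G05475, with a log2 fold change of 7.54, and *SEP1*, with 7.51, and among lower genes AT5G56810, with -3.69, and *YAB5*, with -1.95 (adjusted p under the threshold in edgeR). In *clf-29*, *ATHB54* rose by 5.49. In *atbmi1a,b*, AT2G11410 was at least 145.6-fold higher, AT1G60570 at least 95.0-fold and PSEUDOSRKA at least 88.7-fold, all 3 with 0 counts in Col-0. AT5G24915 was low in all mutants. It had 194 counts in Col-0 and 0 in *atring1a,b*, at least 21.7-fold lower, 1 count in *atbmi1a,b*, a ratio of 0.00439 (95% counting interval 0.000111 to 0.0248), and 2 counts each in *clf-29*, the LHP1 mutant lines and *clf-29swn-21* (ratios of 0.0105, 0.00815 and 0.0113), and it was at 0.121 ± 0.113 CPM in the libraries labelled *swn-21* against 3.21 ± 1.97 in Col-0 (SD, n = 2 each). In *atring1a,b*, AT4G13960 and AT4G16030 were at least 47.7-fold and 44.8-fold higher.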

Genes in group I are specifically up-regulated in *lhp1-6*, *tfl2-2* and *clf-29*, some of which are also induced in *atring1a*,*b* to some extent, but have no obvious change in at*bmi1a*,*b*. 

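The 1412 genes of group I had a median log2 fold change of 0.56 in *clf-29* and 0.54 in the LHP1 mutant lines, with 1032 and 1023 genes above 0. Their medians in *atring1a,b* and *atbmi1a,b* were larger, at 1.26 and 0.94, with 1273 and 1065 genes above 0. In each of these mutants, part of the group was called higher by the criterion, namely 369 genes in *clf-29*, 400 in the LHP1 mutant lines, 558 in *atbmi1a,b* and 724 in *atring1a,b*. The fitted values of all 4 comparisons share the Col-0 libraries.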

Comparison with expression change in *clf-29* and *swn-21* indicated that genes specifically increased in *clf-29* as compared to *swn-21* showing significant enrichment in group I (S5 Fig). 

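In the libraries labelled *swn-21*, 639 genes were called against Col-0 (406 higher and 233 lower). In *swn-21*, 0 genes passed the adjusted p, while 1074 had an unadjusted p under 0.05. With the term for the replicate 2 libraries of 4 genotypes, 1792 passed it, but both *swn-21* libraries lie outside that term, and 0 did with the growth temperature of the labels. Tested directly, *clf-29* minus *swn-21*, 826 genes were higher in *clf-29* and 556 lower, 5 of them with the adjusted p under 0.05. Of the 826 genes, 316 belong to group I, where 52.9 were expected (odds ratio 11.4, two-sided Fisher's exact test over all tested genes, p = 5.26e-168). In group II the overlap was 25 genes (odds ratio 1.79), and in group III the odds ratio was 1.12. With the term in the fit, the odds ratio for group I was 3.72. Because group membership and the contrast share the *clf-29* libraries, an overlap arises without any effect. In simulated unchanged groups, the odds ratio for group I was 3.39 from 2 shared genes and that for group II 5.52 from 6 shared genes, which is above the observed 1.79.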

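The 389 genes of group II had a median log2 fold change of 6.17 in *atring1a,b*, with 388 genes above 0 and 371 called higher, and of 4.55 in *atbmi1a,b*, with 377 above 0 and 293 called higher. In *clf-29* and the LHP1 mutant lines the medians were 0.23 and 0.57, with 25 and 39 genes called higher. Clustering the log2 fold changes of the authors' deposited table in the same way gave 568 genes in this group.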

Group II represents genes specifically higher expressed in *atring1a*,*b* and *atbmi1a*,*b*. 

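The 1134 genes of group III had median log2 fold changes of -0.31 in *clf-29*, -0.99 in the LHP1 mutant lines, -0.49 in *atbmi1a,b* and -1.20 in *atring1a,b*. The number of genes above 0 was 404 in *clf-29*, 134 in the LHP1 mutant lines, 290 in *atbmi1a,b* and 111 in *atring1a,b*. With the authors' deposited table, 737 genes fell into this group.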

Group III are genes repressed in all samples, which is perhaps not a direct effect of PcG components. It is interesting that genes from both group I and group II are upregulated in *clf-29swn-21* double mutants, whose transcriptome change is closely correlated with that in *atring1a*,*b* (Fig 4B), indicating RING1 and BMI1 regulated genes tend to be concertedly controlled by PRC2.

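In *clf-29swn-21*, 7024 genes were called (3587 higher and 3437 lower), 5928 of them with the adjusted p under 0.05. The median log2 fold change there was 1.79 for group I, with 799 genes called higher, and 6.65 for group II, with 307 called higher. In group III it was -1.08. The largest increases, against 0 counts in Col-0, were at least 5889-fold for AT1G54870, 5091-fold for AT1G04560 and 2457-fold for *M17*. To compare mutants without shared controls, the log2 fold change of the first library of one mutant over the first Col-0 library was correlated across genes with that of the second library of the other over the second Col-0 library. Pearson's r was 0.27 for *atring1a,b* with *clf-29swn-21* (the 2 crossings gave 0.46 and 0.08), 0.31 for *atbmi1a,b* with *atring1a,b* (0.16 and 0.46) and 0.15 for *atbmi1a,b* with *clf-29swn-21*. It was 0.11 for *clf-29* with the LHP1 mutant lines and 0 for *clf-29* with *clf-29swn-21*. The crossings of *atring1a,b* with *clf-29swn-21* differ more than many of the pairs do, so the order of the pairs is uncertain. Unchanged *tfl2-2* and *lhp1-6* libraries simulated over different Col-0 libraries gave a value below 0, so 0 need not be the value without an effect. With the fitted values, which share the Col-0 libraries, r was 0.56 for *atring1a,b* with *clf-29swn-21*, where simulated unchanged groups gave 0.077. It was higher, 0.62, for *atbmi1a,b* with *atring1a,b* (0.084 in the simulation), and 0.47 for *clf-29* with the LHP1 mutant lines (0.116), 0.31 for *atbmi1a,b* with *clf-29swn-21* (0.092) and 0.21 for *clf-29* with *clf-29swn-21* (0.107). Genes are not independent replicates and no p is given. From this correlation and the rise of both groups, the paper concludes that genes regulated by RING1 and BMI1 tend to be controlled by PRC2 as well.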

**Fig 4:**
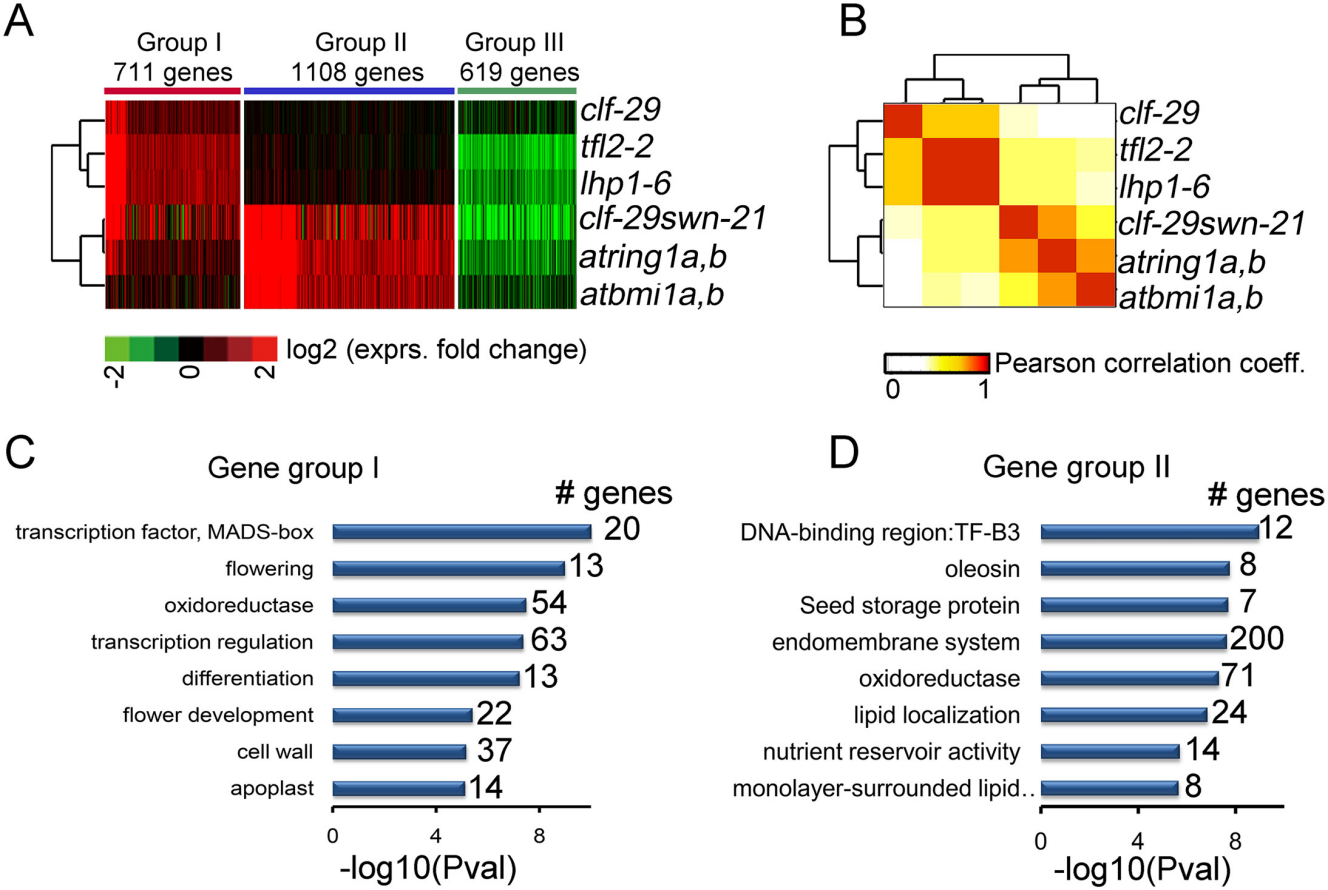
The profile of transcriptome change reveals two distinct combinations of PcGs with different functions. Three groups of genes showing distinct expression change profiles across mutants of PcG components. Green and red colors represent lower and higher expression in PcG mutants. Heatmap including another 1,290 genes whose expression affected only in *clf-29swn-21* is shown in S5A Fig. RNA-seq data sets were clustered via unsupervised hierarchical clustering based on Pearson correlation coefficients of log_2_ expression fold-change across samples. (C-D) Functional terms enriched in genes from group 1 (C) and group 2 (D) as shown in (A).

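Of the genes called in *clf-29swn-21*, 5197 were called in none of *clf-29*, the LHP1 mutant lines, *atbmi1a,b* and *atring1a,b*. By the adjusted p in all comparisons this number was 5634. In the authors' deposited table, the first *clf-29swn-21* library against the first Col-0 library has 2025 genes past the criterion, of which 1312 are not selected in the other 5 comparisons.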

Next, we wondered whether genes from different groups participate in distinct functions or pathways. GO enrichment analysis showed that gene set of group I is closely related with flowering, floral development and transcription (Fig 4C), whereas genes in group II are involved in nutrient reservoir, seed storage, and lipid localization (Fig 4D). 

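Several floral MADS box genes rose in *clf-29* and the LHP1 mutant lines, but not all of those listed rose in *clf-29*. *AG* (AT4G18960, chromosome 4, 10382856 to 10388539, plus strand) was at 0.225 ± 0.179 CPM in Col-0 and 62.6 ± 9.98 in *clf-29* (SD, n = 2 each), a log2 fold change of 7.98 (standard error 0.57, adjusted p = 0.00138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the LHP1 mutant lines its log2 fold change was 6.07 (adjusted p = 0.00626, edgeR), whereas in *atbmi1a,b* it was -1.61 (adjusted p = 0.7, edgeR). *SEP3* (AT1G24260, chromosome 1, 8593536 to 8596123, minus strand) rose from 1.00 ± 0.385 to 69.5 ± 31.3 CPM in *clf-29* (SD, n = 2 each; log2 fold change 6.14, adjusted p = 0.00684, edgeR), and was at 88.5 in *tfl2-2* and 113.5 in *lhp1-6*, with 1 library each. *PI* (AT5G20240, chromosome 5, 6828904 to 6831515, plus strand) rose by a log2 fold change of 2.46 in *clf-29* and 4.17 in the LHP1 mutant lines (adjusted p = 0.0318 and 0.00155, edgeR), and by 2.95 in *atring1a,b* (adjusted p = 0.00222, edgeR). With the growth temperature of the labels in the fit, the adjusted p of *PI* in *clf-29* was 0.0564 (edgeR), and it lay between 3.78e-06 and 1 over the alternatives. *AP3* (AT3G54340) had 3 counts in Col-0, and its ratio was 23.3 in *clf-29* (95% counting interval 7.65 to 115.8) and 170.3 in the LHP1 mutant lines (58.0 to 827.9). *SEP2* (AT3G02310), also with 3 counts in Col-0, had a ratio of 274.1 in the LHP1 mutant lines (93.6 to 1331) and 2.36 in *clf-29* (0.54 to 14.2).
Several embryo and seed genes rose in *atring1a,b*, but not all of those listed. *ABI3* (AT3G24650, chromosome 3, 8997370 to 9001185, plus strand) had 0 counts in both Col-0 libraries and was at least 102.7-fold higher in *atring1a,b* and at least 1469-fold higher in *clf-29swn-21*, with 15.1 ± 15.1 and 216.6 ± 19.4 CPM (SD, n = 2 each). The SD in *atring1a,b* is thus about as large as the mean. *FUS3* (AT3G26790) had a log2 fold change of 4.91 in *atring1a,b* (standard error 0.91, adjusted p = 0.0345, edgeR) and 1.94 in *atbmi1a,b* (adjusted p = 0.822, edgeR). The seed storage gene *SESA2* (AT4G27150) and the oleosin gene *OLEO1* (AT4G25140) rose by log2 fold changes of 8.20 and 8.94 in *atring1a,b* (adjusted p = 0.0484 and 0.0481, edgeR), and by 3.47 and 5.94 in *atbmi1a,b*, where neither passed the threshold (adjusted p = 0.604 and 0.2, edgeR). Their CPM varied widely between the *atring1a,b* libraries, 169.6 ± 203.9 for *SESA2* (SD, n = 2). In *clf-29* none of these 4 genes rose past the threshold. *LEC2* (AT1G28300) had 1 count in Col-0, 3 in *atbmi1a,b* and 2 in *atring1a,b*, too few for a fold, and 158 in *clf-29swn-21*. *ABI4* (AT2G40220) had 0 counts in Col-0 and 2 in *atbmi1a,b*, and was at least 16.2-fold higher in *atring1a,b* and at least 288.9-fold higher in *clf-29swn-21*.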

Enriched terms and genes are listed in S4B and S4C Table. These functional transcriptome analyses could serve to explain the specific phenotypic defects observed in corresponding PcG mutants.

### Different combinations of PcGs repress specific developmental programs via H3K27me3 remodeling of tissue-biased genes

To dissect the relationship between genes with distinct change profiles of H3K27me3 and differential expression, the targets for both peak set I and peak set II shown in Fig 3A were identified followed by statistical testing of their enrichment in each of the three expression groups identified in Fig 4A. As expected, genes in expression group I are significantly over-represented in targets of peak set I, representing genes showing decreased H3K27me3 marks and increased expression level in mutants of *CLF* and *LHP1*, and thus most likely to be the direct targets of CLF and LHP1 (Fig 5A). Similarly, genes in expression group II are preferentially enriched in targets of peak set II, representing genes affected by AtBMI1 and AtRING1 via H3K27me3 (Fig 5B).

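The targets of the Col-0 peaks lost in both *clf-29* and *tfl2-2* were set against the expression groups, with the 4555 tested Col-0 peak targets as background. Of 207 such targets, 24 belong to group I, where 30.6 were expected (odds ratio 0.746, two-sided Fisher's exact test, adjusted p = 0.457 over 6 comparisons), and 3 to group II, where 13.1 were expected (odds ratio 0.21, adjusted p = 0.0067, Fisher's exact test). Counting a peak as lost when under 50% of it was covered gave an odds ratio of 1.23 for group I (adjusted p = 0.24, Fisher's exact test). With all tested genes as background, a setting chosen after the data were seen, it was 1.93 (adjusted p = 0.0178, Fisher's exact test), where genes without a Col-0 peak could not have lost one. Group I here has another profile than the paper's, and lost peaks are not its peak sets, which were defined by M values.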

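Of 153 tested targets of Col-0 peaks lost in both *atring1a,b* and *atbmi1a,b*, 6 belong to group II, where 9.67 were expected (odds ratio 0.596, two-sided Fisher's exact test, adjusted p = 0.461), and 31 to group I, where 22.6 were expected (odds ratio 1.49, adjusted p = 0.189, Fisher's exact test). Neither difference passed the threshold. With expression groups made from the authors' deposited table, the odds ratio of group II was 2.47 (adjusted p = 0.000548, Fisher's exact test), so its direction depended on how the groups were made. That setting was chosen after the data were seen.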

**Fig 5:**
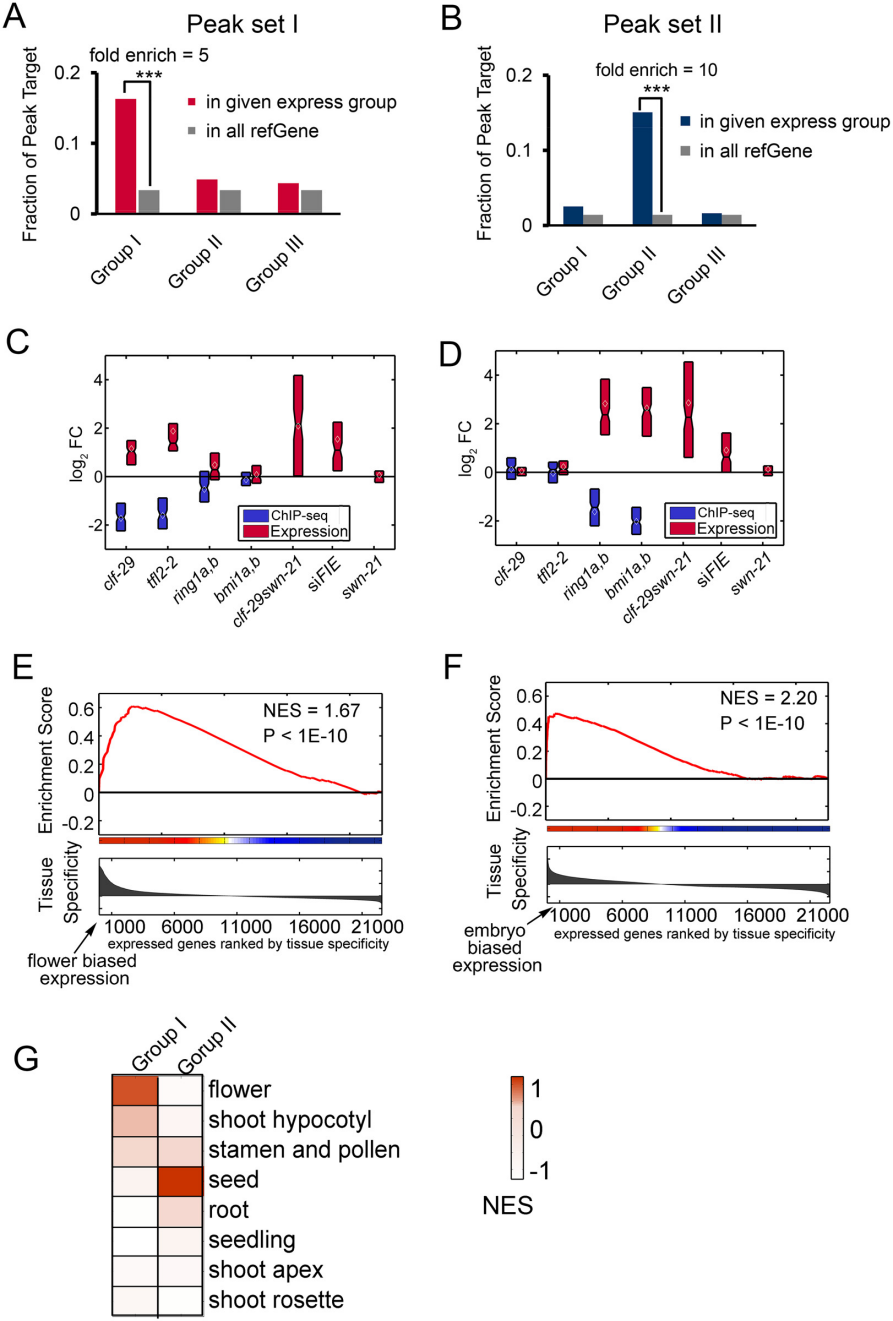
Targets of different combinations of PcGs and their expression bias. (A) Enrichment analysis of peak set I targets in three expression groups shown in Fig 4A. ***, Fishers’ exact test P value < 1e-3. (B) Enrichment analysis of peak set II targets in three expression groups shown in Fig 4A. ***, Fishers’ exact test P value < 1e-3. (C-D) Box plot showing the distribution of expression changes and H3K27me3 changes for 108 genes (C) and 164 genes (D) in PcG mutants. (E-F) Gene Set Enrichment Analysis (GSEA) showing a significant normalized enrichment score (NES) for flower biased expression of 108 genes (E) and embryo biased expression of 164 genes (F). The x axis represents all expressed genes ranked by tissue specificity as determined by expression profile, y axis presents the running enrichment score. (G) Heatmap showing NES calculated by GSEA for 108 genes and 164 genes in different gene sets with distinct tissue biased expressions.

To dissect the repressive function of PcGs via H3K27me3, 108 genes with increased expression and reduced H3K27me3 marks in mutants of *CLF* and *LHP1* are extracted (S5A Table). 164 targets regulated by AtBMI1 and AtRING1 were identified in the same way (S5B Table). 

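All of the 108 genes and 160 of the 164 genes were tested. The median log2 fold change of the 108 genes was 1.45 in *clf-29* (quartiles 0.82 and 2.63, 102 genes above 0) and 1.88 in the LHP1 mutant lines (99 above 0), against 0.05 in *atring1a,b* and -0.32 in *atbmi1a,b*. The median of the 160 genes was 3.20 in *atbmi1a,b* (156 above 0) and 3.43 in *atring1a,b* (144 above 0), against 0.02 in *clf-29* and 0.10 in the LHP1 mutant lines. The median of the 160 genes in *atring1a,b* moved to 2.69 without the replicate 1 libraries and to 4.42 without the replicate 2 libraries. The study chose both lists on these mutants, so the values are not independent evidence. Many of these genes are hardly detected in Col-0, where 4 of the 108 and 26 of the 160 have 0 counts. With those genes at the bound that 3 counts allow, the medians were 1.41 in *clf-29* and 1.72 in the LHP1 mutant lines for the 108 genes, and 2.88 in *atbmi1a,b* and 2.66 in *atring1a,b* for the 160.
A peak of the first Col-0 library lay at 94 of the 108 genes (87.0%, 95% Wilson interval 79.4% to 92.1%), and one was called at 85 in *clf-29*, 97 in *tfl2-2*, 98 in *atbmi1a,b* and 108 in *atring1a,b*. In the other libraries a peak was called at 29 of them in Col-0, 74 in *clf-29*, 32 in *atbmi1a,b*, 29 in *atring1a,b* and 98 in *lhp1-6*. For the 164 genes, the numbers were 163 in Col-0 (99.4%, 96.6% to 99.9%), 162 in *clf-29*, 164 in *tfl2-2*, 76 in *atbmi1a,b* (46.3%, 38.9% to 54.0%) and 155 in *atring1a,b*. In the second libraries, 127 of these genes had a peak in Col-0, 140 in *clf-29*, 162 in *lhp1-6*, 96 in *atbmi1a,b* and 74 in *atring1a,b*. The paper's median M value, from S5 Table, is -1.35 in the first library of *clf-29* and -1.28 in *tfl2-2* for the 108 genes, and -1.86 in *atbmi1a,b* and -1.39 in *atring1a,b* for the 164 genes. The paper's values for the other libraries are -2.33 in *clf-29* (87 genes) and -0.60 in *lhp1-6*, and -1.24 in *atbmi1a,b* and -0.86 in *atring1a,b* (161 genes each).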

The distribution of both expression and H3K27me3 change in different PcG mutants were plotted for the 108 and 164 genes, respectively (Fig 5C and 5D). The induced expression of 164 genes in *clf-29swn-21* double mutant but in neither *clf-29* nor *swn-7* confirms that CLF and SWN could complement each other’s function for these genes. It’s also worth noting that mutation of *CLF* but not *SWN* is responsible for the induction of 108 genes.

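In *clf-29swn-21*, the 160 tested genes had a median log2 fold change of 3.67 (quartiles 1.20 and 7.31, 134 genes above 0), or 3.00 with the genes at 0 counts in Col-0 at their bound. The set test camera of limma gave an adjusted p of 3.41e-25 and fry, which estimates the correlation between genes, 0.000141. None of 10000 random lists, matched on mean expression over all 14 libraries and not on the level in Col-0, had a median as high. Their own median was 0.45 and the highest 1.08. In *clf-29* the median was indistinguishable from 0 (84 genes above 0, adjusted p = 0.145 from limma's camera and 0.681 from fry). In the libraries labelled *swn-21* it was 0.02, with 80 genes above 0, and 2093 random lists reached it. There camera gave an adjusted p of 0.00501 upward, which fry did not (0.546), and camera did not with the term for the replicate 2 libraries of 4 genotypes (median -0.05, adjusted p = 0.32, and between 4.79e-06 and 0.32 over the alternatives with a test). Fry left unchanged the calls of camera for the 108 genes in *clf-29*, the LHP1 mutant lines and *clf-29swn-21*, but not for those in *atbmi1a,b* and *swn-21*. The text names *swn-7* at this point, while the files and the Methods name *swn-21*. *SWN* transcripts were not reduced in these libraries, so a direction drawn from them rests on their label.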

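In the libraries labelled *swn-21*, the median log2 fold change of the 108 genes was 0.15, with 65 of them above 0 (adjusted p = 0.0417 from limma's camera and 0.501 from fry). Of 10000 random lists matched on mean expression, 119 had a median as high. The difference itself, *clf-29* minus *swn-21*, had a median of 1.37 with 92 genes above 0 (adjusted p = 2.8e-30 from limma's camera and 0.000506 from fry). In *clf-29swn-21* the median was 2.16, but the quartiles were -0.54 and 6.05 and 76 genes were above 0, so the genes went both ways there. The *swn-21* median was 0 without the replicate 1 libraries and 0.34 without the replicate 2 libraries. The *swn-21* median moved to 0.05 when the growth temperature of the labels was added to the fit (adjusted p = 0.126 from limma's camera, and between 0.00186 and 0.126 over the alternatives with a test).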

To investigate the function of the 108 and 164 genes during development, we first classified all tissues with gene expression information into 8 groups based on their gene expression profiles (S6 Fig). Next, we calculated the enrichment of the 108 and 164 genes in the different tissue-biased genes using Gene Set Enrichment Analysis (GSEA)[43]. The 108 genes are significantly more highly expressed in flowers, while the 164 genes are preferentially expressed in embryo (S7 Fig). GSEA using RNA-seq data showed consistent profiles with much lower P values (Fig 5E and 5F and S6 Table). Notably, neither gene sets was significantly enriched in other tissues (Fig 5G and S4 Fig), indicating a prominent relationship between PcGs and specific regulation of reproductive and embryo development.

### Context-dependent regulation of H3K27me3 by different PcG combinations is closely associated with binding motifs of specific TFs

We asked whether this different combination of PcGs is associated with different TFs. We started by searching for the enriched motifs surrounding all Col-0 H3K27me3 peak summits. The top enriched motifs include the binding motifs of ABI3 type transcription factor B3 (ABI3/FUS3/LEC1), ABI4, ABF1, SPL and MYB (S8 Fig). The first three are binding motifs of ABA related TFs, which mainly participate in embryo development [44–47], and is consistent with the well-documented function of PcGs in regulation of embryo development [12,16,31]. Despite the fact that some MADS-box TFs are reported to modulate specific H3K27me3 deposition for regulation of meristem identity, flowering and floral development in individual loci [20,22,23], CArG box, the binding motifs of MADS box transcription factors [48,49], show no enrichment when all H3K27me3 regions are considered (S2D Table).

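The CArG box was searched as its consensus CCWWWWWWGG, where W is A or T, in the 1000 bp around the centre of each Col-0 peak, with exact matches on the TAIR10 sequence in place of the paper's position weight matrices. A match lay in 295 windows (5.84%, 95% Wilson interval 5.22% to 6.52%), against a mean of 6.08% over 10 sets of random windows outside the peaks. The ratio was 0.961 ± 0.0712 (SD over the 10 random sets), so no difference was detectable. With random windows matched on GC content it was 0.955.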

Next, we identified motifs over-represented in peak sets I and II (Fig 6A and 6B). 

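The CArG consensus had a match in 23 of the peaks lost in both *clf-29* and *tfl2-2* (6.52%), against 5.81% of the 4592 Col-0 peaks in neither lost set (odds ratio 1.13, two-sided Fisher's exact test over peaks, adjusted p = 0.58 over 8 comparisons). In 500 bp windows the shares were 4.82% and 2.90% (odds ratio 1.70, adjusted p = 0.138, Fisher's exact test). The GC content of the lost peaks was 32.7%, lower than the 37.7% of the other peaks.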

Of note, binding motifs for MADS box and Homeobox were specifically enriched in peak set I, indicating a close relationship between transcription factors from these families and H3K27me3 levels synergically regulated by CLF and LHP1. On the other hand, motifs enriched in peak set II were similar to the result from all H3K27me3 peaks in Col-0, including ABI4 and ABF1 binding sites. 

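The RY element CATGCATG, which B3 domain factors bind, had a match in 357 of the Col-0 windows (7.06%, 95% Wilson interval 6.39% to 7.80%), against 2.27% of random windows, a ratio of 3.12 ± 0.338 (SD over 10 random sets). With GC-matched windows the ratio was 2.92. The G-box CACGTG, the core of the element that ABF factors bind, had a match in 16.0% of the peaks and 9.80% of random windows (ratio 1.63 ± 0.081, SD over 10 random sets). Among the peaks lost in both *atring1a,b* and *atbmi1a,b*, the RY element had an odds ratio of 1.28 against the other Col-0 peaks (two-sided Fisher's exact test, adjusted p = 0.526) and the G-box one of 1.49 (adjusted p = 0.164, Fisher's exact test). In 500 bp windows the odds ratios were 1.56 for the RY element and 1.98 for the G-box (adjusted p = 0.369 and 0.0339, Fisher's exact test). The call of the G-box thus depended on the window. Among the peaks lost in both *clf-29* and *tfl2-2*, the G-box was less frequent than in the other Col-0 peaks (8.78% of peaks, odds ratio 0.496, adjusted p = 0.000805, Fisher's exact test). The GC content of these lost peaks was also lower (32.7% against 37.7%). The comparison was not matched on it, so the 2 differences are not separated.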

The binding motif for B3 domain TFs are enriched in all H3K27me3 regions, to a higher extent in peak set II, consistent with the major role of their targets in embryogenesis, seed maturation and dormancy [50].

**Fig 6:**
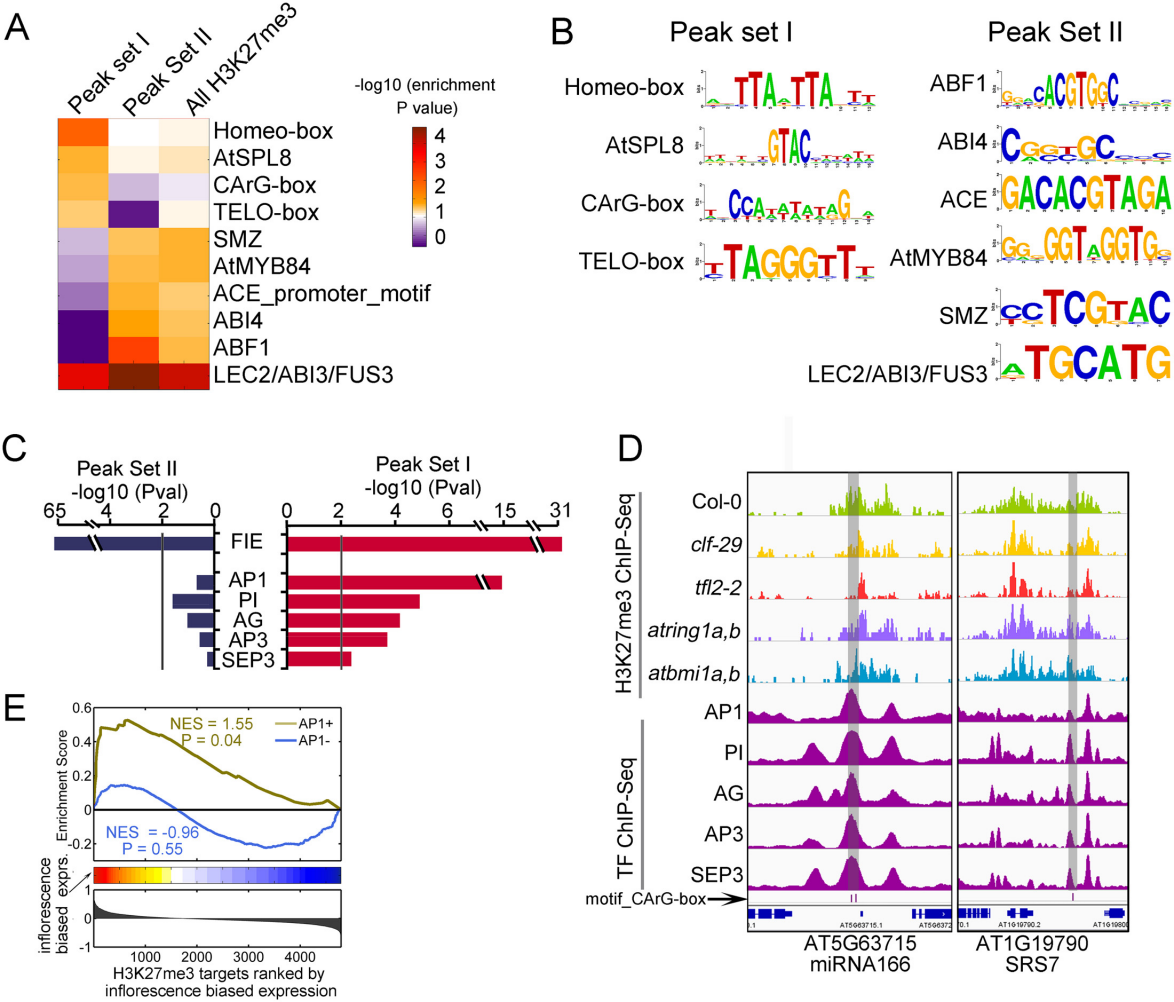
TF binding motifs and TFs whose bindings enriched in peak set I and peak set II. (A) Heatmap showing enriched motifs (P value < 0.01) in either peak set I or peak set II. Their enrichment in H3K27me3 peaks in Col-0 are also shown. (B) Sequence LOGOs of motifs enriched in peak set I and peak set II. (C) Enrichment of the binding sites of FIE and TFs in peak set I. (D) IGV screen shots showing examples of co-occupancy between H3K27me3 in seedlings and the bindings of MADS-box TFs in inflorescence. The motif sites of MADS box TFs are indicated by pink and blue bars at bottom of the screen shots, and are highlighted by grey area. (E) GSEA showing the common target genes of peak set I and AP1 binding peaks are preferentially expressed in inflorescence.

Since multiple TFs could bind to the same cis-regulatory sites, to identify TFs closely associated with different sets of peaks, we first collected and processed published ChIP-seq data characterizing TF binding profiles from Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/). By querying against these processed binding sites, we found that the binding regions of some MADS box TFs are significantly enriched in peak set I but not in other H3K27me3 regions (Fig 6C and S7 Table). The top enriched TFs are floral organ identity genes, including AP1 [51], AG [52], AP3 [53] and SEP3 [51]. IGV screenshots in Fig 6D and S9A Fig illustrate some examples of co-occupancy between H3K27me3 in seedlings and these MADS-box TFs. The source of the TF ChIP-seq data, the enrichment statistics and co-occupied regions are listed in S7 Table. It should be noted that these TFs mainly expressed in inflorescence where these ChIP-seq data were generated from, while our ChIP-seq data were generated in seedlings. Thus, it is likely that specific binding of these TFs in some H3K27me3 regions from peak set I is responsible for selective de-repression of common target genes. In support of this, target genes of peak set I co-occupied by these TFs in inflorescence show apparent flower biased expression, while the other target genes of peak set I have no such expression bias (Fig 6E and S9B Fig), indicating the displacement of H3K27me3 by these TFs participating in activation of their common target genes. Consistently, it has been reported that some floral organ identity genes could interact with REF6 [54], the H3K27me3 demethylase in Arabidopsis [41], which possibly work together with MADS-box TFs to remove H3K27me3 marks. Taken together, our genome-wide analyses based on both motif and ChIP-seq data revealed that the bindings of MADS box TFs are closely associated with H3K27me3 peak set I regulated by CLF and LHP1, suggesting that it might be a widespread mechanism by which the specific activities of PcG family proteins is modulated by tissue specific TFs, resulting in distinct transcriptional outputs in different tissues.

## Discussion

In this study, based on quantitative comparison of epigenomic and transcriptomic data in mutants of core PcG components, we revealed that CLF collaborates with different PcGs partners to achieve transcriptional repression in distinct developmental programs. Importantly, target specificity of different combination of PcGs are closely associated with different sets of TF binding motifs, suggesting a widespread mechanism for modulation of PcGs specificity by particular TFs. We propose a context-dependent model for PcGs in selective repression of flower or embryo development (Fig 7).

**Fig 7:**
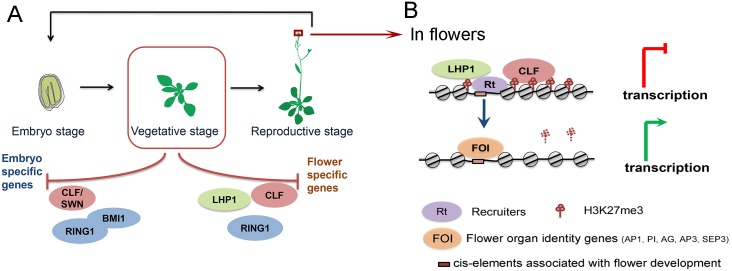
Working model for specific regulation of plant development by PcG components. (A) In seedlings, CLF and LHP1 work concertedly to repress flower specific genes, and some targets are also regulated by RING1. While repression of embryonic development requires cooperative regulation of AtBMI1, AtRING1, and the redundant role of CLF and SWN. (B) In inflorescence, significant parts of CLF and LHP1 target sites in seedlings are occupied by inflorescence specific TFs, which participate in de-repression of the common target genes.

### Distinct compositions of PcGs preferentially repress different transcriptional programs

As an ancient machinery for developmental regulation, PcGs employed multiple protein families which underwent duplication and diversification, and thus they share common targets but also have specialized functions. The common targets may represent those that are involved in more ancient processes in development, while the unique features may have evolved more recently. In support of this, we observed that embryo development, presenting in an overwhelming majority of land plant (embryophyte)[55], is regulated by majority core components of PRC1 and PRC2, while flower development, a relatively recently evolved process in plants [56], is specifically regulated by only a subset of PcGs, with LHP1 and CLF as the major players. Then does the emergence of LHP1 or CLF parallel the appearance of flowering plant (angiosperms)? LHP1 is present in ancient plant species including *Selaginella moellendorffii* and *Physcomitrella patens*[57]. Interestingly, our phylogenetic analysis revealed that the divergence of CLF and SWN likely occurred accompanying the emergence of angiosperms (S10 Fig), with the duplication existing in all angiosperm species collected, including *Amborella trichopoda*, the oldest known angiosperm, but not in more ancient species, including moss, *Selaginella* or plant from *Gymnospermae*. Thus, it is possible that after the duplication event, CLF preferentially acquired the ability of regulating floral development. Similarly, AtRING1 and AtBMI1, the catalytic subunits of PRC1, have both joint and individual functions. It is likely that in addition to the common targets with AtBMI1, AtRING1 also participate in regulating H3K27me3 modifications and expression for several target genes of CLF and LHP1 (Figs 3 and 4), which possibly serves to explain aberrant flower development only observed in *atring1a*,*b* but not *atbmi1a*,*b*[12,13].

Our finding that PRC2 composition regulates differential transcriptional programs is analogous to a recent genome-wide study about human blood cell development [34]. It was demonstrated that histone methyltransferase Enhancer of zeste1 (EZH1) and EZH2, the counterparts of CLF and SWN in human, form alternative PRC2 complexes with distinct subsets of PcGs, occupy different chromatin domains and regulate distinct transcriptional activities [34]. Given that epigenetic machineries generally have multiple family members, and thus could form a suite of different combinations, different compositions of epigenetic complexes could at least partially explain their selectivity in transcriptional regulation.

### Crosstalk between specific TFs and PcGs in developmental regulation

Target selection by PcGs in different developmental stages is critical for correct developmental regulation. Specific recruitment of PcGs by particular factors [7,20–23], Polycomb response elements (PREs)[26,27], or non-coding RNAs [24,25] have been a major explanation for both PRC1 and PRC2 binding in plants [58]. Recent reports proposed that release of PcG by a particular MADS protein AG is the prerequisite for activation of KNU [28,29]. Whereas all these conclusions are drawn from analyses based on limited loci, we provide clues from the genome-wide scale that MADS box TFs are possibly associated with specific release of PcGs. Specific recruitment of PcGs by MADS box TF has recently been reported. SHORT VEGETATIVE PHASE (SVP), the major flowering repressor in seedlings [59], was shown to be able to interact with LHP1, and contribute to *SEP3* repression via H3K27me3 [23]. Consistently, we found SVP binding sites [59] show good correlation with K27me3 modification in peak set I (S11 Fig). However, it’s binding sites are also enriched in peak set II, while the common binding sequences have no obvious relationship with CArG-box motifs. We observed that SVP ChIP-seq data have relatively high noise, and the binding regions tend to be broad, thus some coincident bindings could possibly be due to noise. Alternatively, SVP has diverse functions in addition to recruit PcGs for flowering repression.

MADS box TFs play a central role in flower development, and their family size increased explosively with the origin of angiosperm [60]. We found almost half of the Arabidopsis MADS box TFs have the H3K27me3 modification in seedlings, indicating a strict control of MADS gene expression by PcGs (S2C Table). On the other hand, we demonstrated that binding sites of MADS box TFs specifically enriched in genes controlled by CLF and LHP1, and possibly contribute to modulate the target selectivity. These findings close the loop of the transcription network regulating development processes, in which expression of tissue specific TFs is controlled by epigenetic marks, and specific TFs cooperate with epigenetic complexes in determining target selection and developmental regulation. How the epigenetic machinery co-evolved with specific TFs to cooperatively fine-tune the regulation of plant development is an intriguing phenomenon deserving further in-depth exploration.

It is intriguing that telo-box, a widespread short motif identical to the repeat (AAACCCT)_n_ of plant telomeres [61], is specifically enriched in peak set I (Fig 6A and 6B). 

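The telo-box AAACCCTA had a match in 939 Col-0 windows (18.6%, 95% Wilson interval 17.5% to 19.7%), against 11.0% of random windows (ratio 1.68 ± 0.0657, SD over 10 random sets). Among the peaks lost in both *clf-29* and *tfl2-2* it was found in 14.7%, against 19.1% of the other Col-0 peaks (odds ratio 0.734, two-sided Fisher's exact test, adjusted p = 0.164). In 500 bp windows the odds ratio was 1.16 (adjusted p = 0.537, Fisher's exact test), so its direction depended on the window. Against random windows, the background that the Methods use for enrichment, the share of these lost peaks with a match was higher (14.7% against 11.0%, untested). In 500 bp windows it was 11.05% against 5.91%. The paper's peak set I, which rests on M values, was not tested here.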

Telo-box is reported to be involved in regulating gene expression in cycling cells [62], and whether the association between telo-box and the function of CLF or LHP1 involved in maintaining H3K27me3 marks during cell cycle is an interesting issue for further study. Genome-wide Hi-C analyses revealed telomeric regions and H3K27me3 modifications form local interactive hot spots [64]. And a recent study showed complementary activities of TELOMERE REPEAT BINDING proteins and PcGs in transcriptional regulation of target genes [63]. It is possible that telo-box also mediates local interaction among H3K27me3 marked regions. Collectively, our study provides rich resource as well as insightful clues for further exploration of the relationship between cis-elements, TFs and PcGs in specific regulation of developmental processes.

### Role of chromo-domain proteins in H3K27me3 spread and maintenance

The chromo-domain protein Heterochromatin protein 1 (HP1) and Polycomb (Pc) in animals bind H3K9me3 and H3K27me3, respectively [65–68]. Despite LHP1 sharing relatively higher level of sequence similarity with HP1, it can bind H3K27me3 in vitro and co-localize with H3K27me3 in vivo [14,15], and was originally proposed to be the counterpart of Pc, responsible for recruitment of PRC1 to H3K27me3 catalyzed by PRC2. If this is the case, LHP1 should function downstream of PRC2. However, recent studies showed that H3K27me3 modifications also require LHP1 [17,23]. Here, our genome-wide results revealed that H3K27me3 levels of thousands of loci are controlled by LHP1. Further quantitative comparison of H3K27me3 change profiles across PcG mutants revealed that the effects of LHP1 on H3K27me3 modification and target gene repression are coordinated with the non-redundant role of CLF (Figs 3 and 4). In addition, both CLF and LHP1 are involved in spread of H3K27me3 marks since loss of either component lead to localized H3K27me3 signals (Fig 3B, 3C and 3D). These findings not only confirmed previous report from studying AG transgene that CLF is indispensable for H3K27me3 spreading [42], but also identified LHP1 as an important cofactor with CLF in H3K27me3 elongation, which could finally contribute to inheritance and stability of epigenetic silencing.

Notably, LHP1 has no effect on genes jointly controlled by both PRC1 and PRC2 (targets of peak set II) despite the coincident binding of LHP1 and H3K27me3 in these regions. If the requirement of chromo-domain protein for H3K27me3 maintenance is a widespread mechanism, then there may be other chromo-domain proteins functional for spreading of H3K27me3 in these H3K27me3 regions. Alternatively, PcGs employ multiple strategies for H3K27me3 maintenance at different loci, either using LHP1 or cooperating with core subunits of PRC1 to create compacted chromatin structures [69]. There are 13 Arabidopsis proteins that have chromo-domain, and further epigenomic studies are required to have a deeper understanding about the role of chromo-domain proteins on epigenetic modifications. Due to the functional redundancy and localized effects of epigenetic machineries, the quantitative comparison pipeline applied in this study will be of great help for further exploration based on high throughput data.

## Methods

### Experimental procedures

#### Affinity purification of FIE complex

We constructed pFIE: FLAG-FIE transgenic plants (refer to S1 Text for details), and collected 5 g of leaf explants (8 days cultured in callus induced medium) from T2 plants. Next, FIE complex is purified using the FLAG anti-body conjugated DynaBeads, which were further released by incubation with elution buffer (refer to S1 Text for details).

#### Tandem mass spectrometry analyses

For Mass spectrometric analyses, samples were run in 1D SDS-PAGE gel and stained by silver nitrate [70]. The SDS-PAGE gels were cut into pieces according to the silver staining result. The gel pieces were digested with trypsin (Promega) overnight, and then analyzed via liquid chromatography combined with electrospray tandem mass spectrometry on an LTQ Orbitrap (Thermo Fisher) with lock mass calibration. All of the raw data files were searched against Mascot Daemon software (Version 2.3.0, Matrix Science, London, UK) based on the Mascot algorithm. The database used was Swiss-Prot (Taxonomy: Arabidopsis Thaliana; release 2012_12_28, with 11571 entries). To reduce false positive identification results, a decoy database containing the reverse sequences was appended. The searching parameters were set up as following: full trypsin (KR) cleavage with two missed cleavage sites was considered. Oxidation on methionine and acetylation of the protein N-terminus were set as variable modifications. The peptide mass tolerance was 20 ppm and the fragment ion tolerance was 1.0 Da. Peptides with Percolater scores exceeding 13 were accepted as correct matches, the FDR is 0.01 (refer to S1 Text for details).

#### Plant materials and growth conditions

*Arabidopsis* mutants *clf-29* (SALK_N521003)[71], *swn-21*[72], *lhp1-6* (SALK_011762)[57], *tfl2-2* (CS3797)[73], *atring1a*,*b*[13] and *atbmi1a*,*b*[12,16] in Col-0 background have been described previously. All plants except *clf-29swn-21* were grown in soil under long day (16 hour) photoperiods at 22°C in green house, and seedlings were harvested after 2 weeks. *clf-29swn-21* was grown on half-strength Murashige and Skoog (MS) medium in the same long day conditions as above, and the whole plants were harvested after 2 weeks. Harvested materials were frozen in liquid nitrogen for total RNA isolation or directly vacuum-infiltrated with formaldehyde crosslinking solution for ChIP assay. Quantitative real-time PCR analysis of ChIPed DNA with specific primers (S8 Table) was performed on the two-color real-time PCR detection system (BIO-RAD, Hercules, CA, USA) using the SYBR Green Realtime PCR Master mix (TOYOBO) to represent the relative methylation levels.

#### H3K27me3 ChIP-seq and RNA sample preparation

Both ChIP-seq and RNA-seq experiments were performed in biological duplicates for *clf-29* and *atbmi1a*,*b*, or in independent lines of *LHP1* mutants *lhp1-6* and *tf*l2-2. Biological replicates of *ring1a*,*b* RNA-seq were performed. ChIP assay was performed with the antibody against H3 trimethyl-Lys 27 (Upstate, USA, Cat. 07–449) as previously described (He et al. 2012). Samples without antibody were used as a negative control. More than 10 ng ChIP DNA or 2 μg total RNA from each sample was used for Illumina library generation following the manufacturer’s instructions (Illumina, http://www.illumina.com/). Library construction and deep sequencing were performed by Genergy Biotechnology Co. Ltd. (Shanghai, China) using Illumina HiSeq 2000 following the manufacturer’s instructions (Illumina). Raw data comprise 50 bp of single-end sequences for ChIP-seq and 100 bp of pair-end sequences for RNA-seq.

#### ChIP-seq, ChIP-chip and RNA-seq data analysis

We started by cleaning the sequencing reads, including removing bases with low quality score (<20) and irregular GC content, cutting sequencing adaptor followed by filtering short reads. As a result, 12–36 million reads with MAPQ>20 were obtained for further analysis (detailed statistics summarized in S2A Table). The cleaned reads were mapped to *Arabidopsis thaliana* genome (TAIR10) using BWA 0.7.5a-r405 [74] for DNA sequencing and TOPHATv2.0.8 [75] for RNA sequencing, both with default settings. Tracks for all sequencing data can be visualized through http://bioinfo.sibs.ac.cn/gb2/gbrowse/tair10/. 

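The transcripts of the mutated genes were read from the gene counts of each RNA-seq library. *CLF* (AT2G23380, chromosome 2, 9955092 to 9960386, plus strand) was at 34.0 ± 6.83 CPM in Col-0, 0.58 ± 0.197 in *clf-29* and 1.98 ± 0.607 in *clf-29swn-21* (SD, n = 2 each), log2 fold changes of -5.83 and -4.12 (adjusted p = 0.00099 and 0.000101 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *LHP1* (AT5G17690) was at 32.3 ± 5.06 in Col-0 (SD, n = 2), 0 in *tfl2-2* and 1.72 in *lhp1-6*, a log2 fold change of -5.23 over both lines (standard error 1.03, adjusted p = 0.166, edgeR). *BMI1B* (AT1G06770) fell by 1.65 on the log2 scale in *atbmi1a,b* (adjusted p = 0.0115, edgeR), whereas *BMI1A* (AT2G30580) changed by 0.50 (standard error 0.3, adjusted p = 1, edgeR).
Other targeted transcripts went up. *RING1B* (AT1G03770) fell by 3.31 on the log2 scale in *atring1a,b* (adjusted p = 0.0101, edgeR), but *RING1A* (AT5G44280, chromosome 5, 17835810 to 17839303, minus strand) rose from 14.4 and 18.7 CPM in the Col-0 libraries to 601.2 and 827.6 (log2 fold change 5.43, standard error 0.32, adjusted p = 0.000149, edgeR). The paper's S12 Fig attributes the later exons of *RING1A* to expression from the T-DNA. *SWN* (AT4G02020) was at 48.7 and 71.7 CPM in Col-0 and at 91.6 and 89.4 in the libraries labelled *swn-21* (log2 fold change 0.59, standard error 0.21, adjusted p = 0.868, edgeR). In *clf-29swn-21* it was at 118.4 and 106.6 (log2 fold change 0.90, standard error 0.21, adjusted p = 0.0101, edgeR). Gene counts do not show where along a gene the reads lie, so they do not show whether a transcript is complete.

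**Figure D2:**
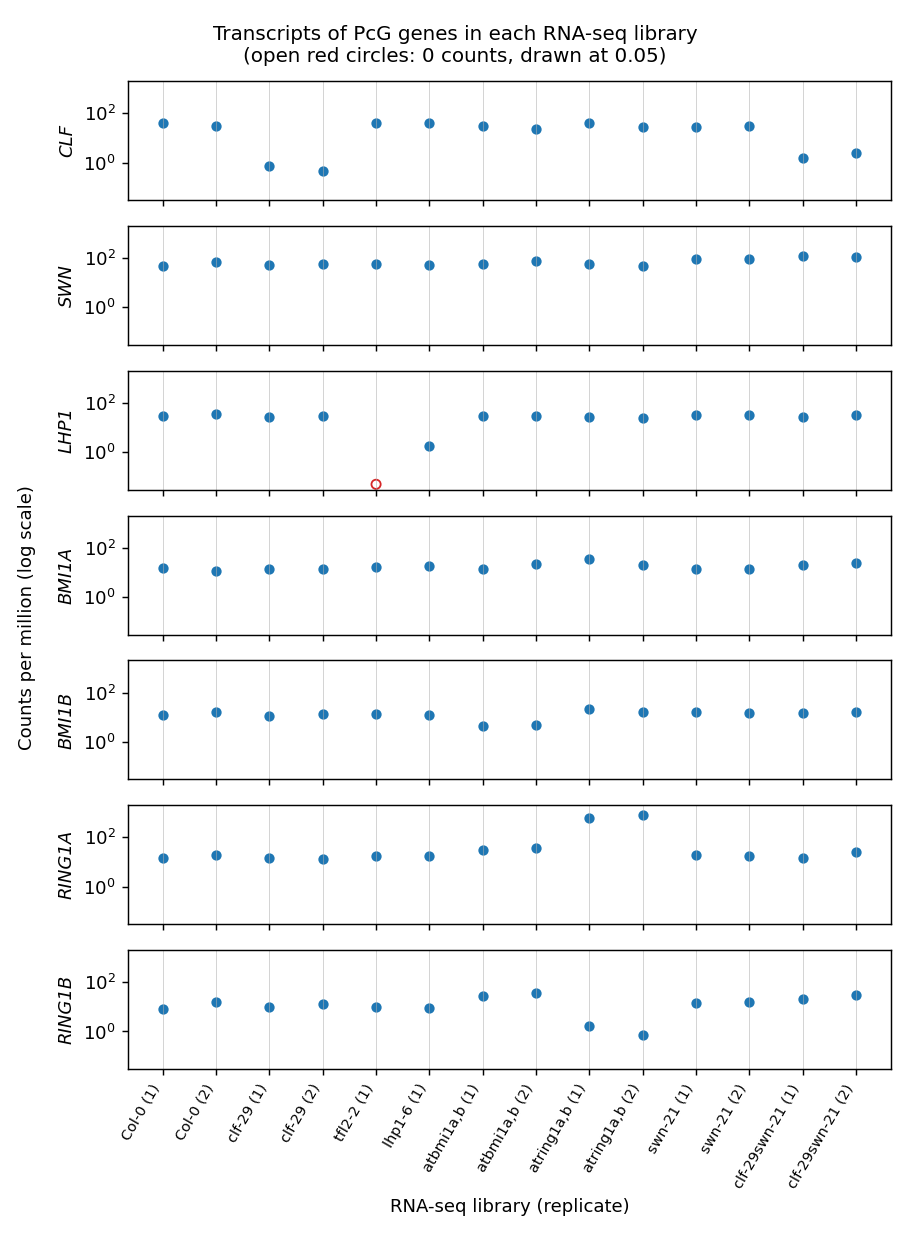
CPM (log axis) of *CLF*, *SWN*, *LHP1*, *BMI1A*, *BMI1B*, *RING1A* and *RING1B*, one panel per gene, in each of the 14 RNA-seq libraries (x axis, replicate in brackets). Each point is 1 library, and the open red circle is a library with 0 counts. *CLF* is lowest in *clf-29* and *clf-29swn-21*, *RING1A* lies at 601.2 and 827.6 in *atring1a,b*, and *SWN* is not lower in *swn-21* than in Col-0.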

The genotype for each sample was validated by RNA-seq data (S12 Fig). ChIP-seq results were verified for selected sites by qPCR (S13 Fig).

MACS1.4 [76] was used to identify read enriched regions (peaks). Next, MAnorm, a software designed for quantitative comparison of ChIP-seq datasets [33], was applied to characterize the change of genome-wide H3K27me3 profile in PcG mutants as compared to that of Col-0, including *atbmi1a*,*b*, *atring1a*,*b*, *clf-29* and *tfl2-2*. 3,289 regions with differential binding in at least one of the three comparisons were selected based on the following criteria: P value <1e-3 and |M|>1, where M represents the log2 fold change of binding intensity. K-means clustering was performed to partition these sites according to their M values. The target gene of each peak was defined as the genes closest to a given peak localized around the gene body (from 1 kb upstream of transcription start site (TSS) to transcription end site (TES)), The gene annotation file was downloaded from the TAIR homepage (http://www.arabidopsis.org). Published data sets including FIE ChIP-seq and LHP1 ChIP-chip data were downloaded from Gene Expression Omnibus (GEO) http://www.ncbi.nlm.nih.gov/geo/ with accession numbers GSE48857 [40] and GSE8169 [15], respectively. Peaks for ChIP-seq data were identified using MACS14 [76], and ChIP-chip peaks were identified using TileMap implemented in CisGenome [77]. For IGV viewing [78], we normalized H3K27me3 samples such that the numbers of reads in common peak regions between Col-0 and PcG mutants are the same. For input sample, we fitted Poisson distribution model for read in both input and H3K27me3 peak free regions in Col-0, and made these two Poisson distributions the sample λ value (λ = mean and variance of Poisson distribution).

Permutation test was used to test the significance of peak overlap between LHP1 binding sites and regions with reduced H3K27me3 in *tfl2-2*. Firstly, we shuffled LHP1 binding sites for 1,000 times, and obtained 1,000 random genomic regions with the same length distribution of LHP1 binding sites. Secondly, we calculated and recorded the numbers of these random sites overlapping with LHP1 binding. Since none of the 1000 overlapping numbers exceeds the actual overlap number between LHP1 and regions with reduced H3K27me3 in *tfl2-2*., the P value is thus lower than 1e-3.

Differentially expressed genes were detected by DESeq [79], based on the combined criteria: |log2-foldchange| < 1 and P value <0.05. To dissect the relationship of transcriptomic change across samples, genes with differential expression in at least one of the five mutants (*clf-29*, *lhp1-6*, *tfl2-2*, *atring1a*,*b* and *atbmi1a*,*b*) were collected, resulting in 2,438 genes, which were further classified to 3 groups via k-means clustering. The *clf-29swn-21* double mutant has effect on much larger range of genes, and only the expression change profile for 2,438 genes are shown here. Transcriptomic data for different tissues were downloaded from GENEVESTIGATOR [80]. Gene Set Enrichment Analysis was performed with default settings [43].

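Peaks of the first library overlapped a peak of the second for 56.6% of the peaks in Col-0, 78.6% in *clf-29*, 59.4% in *atbmi1a,b* and 31.5% in *atring1a,b*, and for 81.8% of the *tfl2-2* peaks with *lhp1-6*. In the other direction, the shares were 89.0%, 84.9%, 68.1%, 94.7% and 84.7%. The log2 fold changes of the first library over the first Col-0 library and of the second over the second were compared across the tested genes. Pearson's r was 0.73 in *clf-29swn-21*, 0.60 in *atbmi1a,b*, 0.36 in *atring1a,b* and 0.35 in *clf-29*. These values also carry the difference between the 2 Col-0 libraries, which differ more than those of any other group. For the libraries labelled *swn-21*, which are nearly identical, no value is given, since it would show mainly that difference. For *tfl2-2* with *lhp1-6*, r was 0.85 over the same Col-0 library, where simulated unchanged libraries gave 0.56, and 0.07 and 0.10 over different Col-0 libraries, where the simulation, centred on the mean of the 2 Col-0 libraries, gave -0.51. Over the genes called in each mutant, r was between 0.70 in *clf-29* and 0.95 in the LHP1 mutant lines, but those genes were selected on the same libraries.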

The replicates of ChIP-seq and RNA-seq data show good correlation in terms of log_2_ (fold-change) of read intensity between Col-0 and PcG mutants (S14–S16 Figs). Robust Index was calculated for each genomic region or gene to measure the repeatability between replicates. Robust $\text{Index }=\;\frac{\left|\text{log}\left(FC1\right)-\text{log}\left(FC2\right)\right|}{\text{log}\left(FC1\right)+\text{log}\left(FC2\right)}$. FC1 and FC2 represent fold change in replicated dataset 1 and dataset 2, respectively. Genomic regions or genes with lower Robust Index are more credible in terms of the change of binding (i.e. M value) or expression (S3 and S4 Tables).

#### Motif and TF binding enrichment analyses in H3K27me3 peaks

To detect TF binding motifs enriched in H3K27me3 peak regions, we downloaded the position weight matrixes (PWMs) of 269 motifs identified from both mammals and plants collected by JASPAR database [81], and performed motif scan [82] applied to a 1,000 bp window centered at the peak center. For each motif M, the raw motif matching score at each peak P was calculated as: ${\text{max}}_{S\subseteq \;P}\;\left[log\frac{P\left(S|M\right)}{P\left(S|B\right)}\right]$, in which S is a sequence fragment of the same length as the motif, and B is the background frequency of four types of nucleotides (A, C, G, T) estimated from the genome. The enrichment of motif M in a peak list was defined as the ratio of the motif occurrence in the peak list as compared to its occurrence in random genomic regions. Fisher’s exact test was used to calculate the enrichment P value. Motifs enriched with an enrichment P value of 0.01 were presented in a heat map.

To identify TFs whose binding enriched in different peak sets, we collected ChIP-seq data sets from 695 publicly available studies (till May 2015) from Gene Expression Omnibus (GEO http://www.ncbi.nlm.nih.gov/geo/) and processed the data to peak lists as described above. Next, we calculated the enrichment of the overlap between peak set I or peak set II with each of these peak lists using Fisher’s exact test, and the top enriched TF bindings are shown in Fig 6C. The GEO accession numbers, the enrichment statistics, as well as overlapping regions for enriched TFs are listed in S7 Table.

### Data access

The ChIP-seq and RNA-seq data were deposited in Gene Expression Omnibus (GEO http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE67322. Tracks for all sequencing data and related public data can be visualized through our local genome browser: http://bioinfo.sibs.ac.cn/gb2/gbrowse/tair10/

## Supporting Information

S1 Text Detailed description of experimental procedures for FIE complex purification and tandem mass spectrometry analyses. (PDF) Click here for additional data file.

S1 Fig Distribution of 5,055 Col-0 H3K27me3 peaks in relation to gene annotation. (PDF) Click here for additional data file.

S2 Fig IGV screenshots illustrate regions with quantitative H3K27me3 difference that can’t be characterized by peak overlap analysis. (PDF) Click here for additional data file.

S3 Fig MA plots of all peaks from comparisons of PcG mutants and Col-0 after normalization by MAnorm. (A-D) represent comparisons between Col-0 and (A) *clf-29* (B) *tlf2-2* (C) *atring1a*,*b* and (D) *atbmi1a*,*b*. Each dot represents a peak. X-axis is the A value, which represents the average intensity. Y-axis is the M value, which represents the difference of the intensity. The color range represents -log10 P value associated with normalized peaks. Here, positive M value indicates higher H3K27me3 level in PcG mutants as compared to that in Col-0, and negative M value represents lower H3K27me3 level in PcG mutants. The numbers of regions with elevated or depressed H3K27me3 levels in each mutant as compared to wild type are labeled based on combined criteria |M| > 1 and P value < 1e-3.
(PDF) Click here for additional data file.

S4 Fig Col-0 ChIP-seq read distributions of Col-0 peak regions and peak free regions overlapping with H3K27me3 increased loci in *clf-29* (M>0). (PDF) Click here for additional data file.

S5 Fig Genes specifically induced in *clf-29* as compared to *swn-21* are significantly enriched in gene set in group I repressed by CLF and LHP1 as shown in Fig 4A. (A) Heatmap includes another 1,290 genes whose expressions are only affected in *clf-29swn-21* not depicted in Fig 4A. (B) Enrichment of class 1 genes in group I. ***, Fishers’ exact text P < 1e-3.
(PDF) Click here for additional data file.

S6 Fig Different tissues are partitioned to 8 clusters based on gene expression profile across tissues. K-means clustering is used.
(PDF) Click here for additional data file.

S7 Fig Tissue biased expression analyses of 108 and 164 genes as revealed by GSEA. The microarray expression data were downloaded from GENEVESTIGATOR. Tissues are partitioned to 8 tissue clusters as shown in S6 Fig. GSEA calculated the normalized enrichment score (NES) representing the enrichment of 108 or 164 genes in different tissue biased genes. The x-axis represents all genes targeted by H3K27me3 in Col-0, y axis presents the running enrichment score. Heatmap in Fig 5G summarized the NESs of tissue biased expression of these two gene sets.
(PDF) Click here for additional data file.

S8 Fig The logo and distribution around peak summits for motifs enriched in H3K27me3 peaks identified in Col-0. X-axis represents the distance of given motifs to peak summit (bp), y-axis represent the fraction of motifs located in a given position.
(PDF) Click here for additional data file.

S9 Fig TFs whose bindings associated with peak set I. (A) IGV screenshots showing examples of co-occupancy between H3K27me3 in seedlings and the bindings of MADS-box TFs in inflorescence. The positions of MADS box TF binding motif CArG-box are indicated by pink bars at bottom of the screen shots, and are highlighted by grey area. (B) Those peak set I targets also occupied by floral organ identity TFs show significant inflorescence biased expression.
(PDF) Click here for additional data file.

S10 Fig The phylogenetic tree showing the divergence of CLF and SWN after the origin of angiosperms. (PDF) Click here for additional data file.

S11 Fig IGV screen shots showing examples of co-occupancy between H3K27me3 and SVP in seedlings. (PDF) Click here for additional data file.

S12 Fig IGV screen shots showing the genotype of each mutant as validated by RNA-seq data. (PDF) Click here for additional data file.

S13 Fig ChIP-qPCR validation of ChIP-seq data for selected sites. (A-B) ChIP-qPCR validations of regions with decreased (A) or increased (B) H3K27me3 in *clf-29* and *tfl2-2* as revealed by ChIP-seq data. Top panel is qPCR result. Shown are mean ±s.d. For each loci, input, ChIPed, and negative control samples were repeated for 3 times. Y-axis represents % input = 2^(Ctiput—CtIP)^ -2^(Ctinput-Ctneg)^. CtIP: cycle threshold (Ct) value of samples immunoprecipitated using H3K27me3 antibody; Ctneg: Ct value of negative control, which is the samples immunoprecipitated with beads but without antibody; Ctinput: Ct value of input DNA without immunoprecipitation. Bottom panel shows read count of regions where ChIP-qPCR validations were performed. (C-D) ChIP-qPCR validations of regions with decreased (A) or increased (B) H3K27me3 in *atring1a*,*b* and *atbmi1a*,*b*.
(PDF) Click here for additional data file.

S14 Fig Replicates of ChIP-seq (A) and RNA-seq (B) samples show good correlation in terms of log_2_ fold-change of read intensity. Correlation between M values of ChIP-seq replicates. Left panel: scatter plots in lower left triangle showed the correlation of M values between replicates, and numbers in upper right triangle showed Pearson correlation coefficients, with larger numbers having bigger font sizes; right panel: heatmap showing the correlation coefficients across samples. (A) Boxplots showing high correlation between replicated ChIP-seq data in terms of the M value distribution of peak set I and peak set II shown in Fig 3A. (B) Boxplots showing high correlation between replicated RNA-seq data in terms of the expression change of gene group I and gene group II shown in Fig 4A.
(PDF) Click here for additional data file.

S15 Fig Result in Fig 5C is reproducible using replicated data. (A) Distribution of H3K27me3 changes (measured by M values) for 108 genes and 164 genes in PcG mutants. (B) Distribution of expression changes for 108 genes and 164 genes in PcG mutants.
(PDF) Click here for additional data file.

S16 Fig motifs enriched in regions with reduced H3K27me3 in each mutant. Regions in each PcG mutant with reduced H3K27me3 were identified, followed by motif enrichment analysis. The heatmap shows the enrichment P values in each mutant for motifs shown in Fig 6A.
(PDF) Click here for additional data file.

S1 Table FIE co-purifies with PcG proteins. (XLSX) Click here for additional data file.

S2 Table Statistics of ChIP-seq and RNA-seq reads, and Col-0 H3K27me3 peaks, targets, and enriched biological functions and motifs. (A) ChIP-seq and RNA-seq read statistics for each sample. (B) 5,055 H3K27me3 peaks identified in Col-0, as well as list of peak target, which is defined as the nearest gene whose gene body is located within 1 kb upstream or 1 kb downstream of the peak region. (C) Biological functions enriched in Col-0 H3K27me3 peak targets, including GO terms of biological process (BP), molecular function (MF), cellular compartment (CC), and Interpro domains. (D) Motifs enriched in 5,055 Col-0 H3K27me3 peaks with P<1e-5, as well as the enrichment statistics of CArG box motifs.
(XLSX) Click here for additional data file.

S3 Table Statistics of differentially H3K27me3-marked regions identified based on MAnorm. (A) Genomic coordinates, motifs and target genes information for 3,289 H3K27me3 regions regulated by at least one PcG component with cutoff: |M|>1 & P<1e-3. (B) 51% regions with reduced H3K27me3 in clf-29 show less reduction in summit regions. (C) 53% regions with reduced H3K27me3 in tfl2-2 show less reduction in summit regions.
(XLSX) Click here for additional data file.

S4 Table List of differentially expressed genes in PcG mutants, expression class, as well as the enriched functions for different classes of genes. (A) 2,438 differentially expressed genes in PcG mutants with the following criteria: |FC|>1 and P <0.05 in at least one mutant. (B) Biological functions enriched in Col-0 H3K27me3 peak targets, including GO terms, Interpro domains, and SP_PIR keywords. (C) Biological functions enriched in Col-0 H3K27me3 peak targets, including GO terms, Interpro domains, and SP_PIR keywords.
(XLSX) Click here for additional data file.

S5 Table Lists of target genes whose expression and H3K27me3 are controlled by different combinations of PcGs. (A) 108 target genes whose expression and H3K27me3 are controlled by CLF and LHP1. (B) 164 target genes whose expression and H3K27me3 are controlled by RING1 and BMI1.
(XLSX) Click here for additional data file.

S6 Table List of PcG targets with inflorescence (A) or embryo (B) biased expression. (A) 108 genes ranked by their extent of inflorescence biased expression. Column B is the enrichment score of GSEA, and Column C represents whether the given gene has strong inflorescence biased expression as returned by leading edge analysis implemented in GSEA. (NOTE: low expressed genes across RNA-seq samples (read density in given gene <2) were removed before GSEA). (B) 164 genes ranked by their extent of embryo biased expression. Column B is the enrichment score of GSEA, and Column C represents whether the given gene has strong embryo biased expression as returned by leading edge analysis implemented in GSEA. (NOTE: low expressed genes across RNA-seq samples (read density in given gene <2) were removed before GSEA).
(XLSX) Click here for additional data file.

S7 Table TFs whose bindings are enriched in peak set I. The enrichment statistics and co-occupied genomic regions are listed.
(XLSX) Click here for additional data file.

S8 Table Primers used in this study. (XLSX) Click here for additional data file.

# Supplementary material for: Arabidopsis Flower and Embryo Developmental Genes are Repressed in Seedlings by Different Combinations of Polycomb Group Proteins in Association with Distinct Sets of Cis-regulatory Elements
**Source:** PLoS Genet. 2016 Jan 13;12(1):e1005771. doi: 10.1371/journal.pgen.1005771
**Supplement:** S1 Text

## SUPPLEMENTAL METHODS FOR

### **Arabidopsis Flower and Embryo Developmental Genes are Repressed in Seedlings by Different Combinations of Polycomb Group Proteins in Association with Distinct Sets of Cis-regulatory Elements**

This file contains the detailed description of experimental procedures for FIE complex purification and tandem mass spectrometry analyses.

#### **Construction of pFIE: FLAG-FIE plants**

To construct pFIE: FLAG-FIE plants, we used 2.5kb upstream of start codon as promoter, and 1.3kb downstream of stop codon as terminator. Promoter, genebody and terminator sequences of *FIE* were cloned into pCAMBIA1300 and transformed into *fie-2+/-*(GK-534F01-020364) by floral dip with *Agrobacterium tumefaciens* (strain GV 3101). FLAG tag was introduced with FIE-pro-R primer. After two generations, transgenic plants were validated by PCR with primers including FIE-Flat-TDNA-F, FIE-Flat-TDNA-R, o8409 and FIE-TDNA-F were used (primers listed in Supplemental Table 7). Plants with negative PCR result using FIE-Flat-TDNA-F and FIE-Flat-TDNA-R and positive PCR result using o8409 and FIE-TDNA-F were verified as pFIE:FLAG-FIE/*fie-/-* (pFIE:FLAG-FIE) lines, which were used for subsequent experiment.

#### **Affinity purification**

Approximately 15 g of leaf explants (8 days cultured in callus induced medium) from pFIE: FLAG-FIE transgenic T2 plants, or from Col-0 plants as a negative control, were ground in liquid nitrogen, and the powder was divided into 6 parts. Each part was resuspended in 50 mL of ChIP lysis buffer (CLB: 50mM HEPES pH7.5, 150mM NaCl, 1mM EDTA, 1% TritonX-100, 10% glycerol, 0.35% $\beta$ -Mercaptoethanol and 1 protease inhibitor cocktail tablet). The tissue was then rotated for 30 min at 4 °C and centrifuged at 4°C for 20 minutes at 4000 rpm. The supernatant was discarded and the precipitate was resuspended in 2ml lysis buffer (LB: 50 mM Tris pH7.6, 150 mM NaCl, 5 mM MgCl<sub>2</sub>, 10% glycerol, 0.1% NP-40, 0.5 mM DTT, 1 mg/mL pepstatin and 1 protease inhibitor cocktail

tablet). The tissue was then rotated for 30 min at 4°C and centrifuged at 4°C for 20 minutes at 132000 rpm (centrifuged for another 10min if needed). Each supernatant was incubated at 4°C for 2.5 hours with 200 mL of Dynabeads conjugated with FLAG anti-body conjugated DynaBeads, (Cristea and Chait 2011). The FLAG beads were then washed 2 times with 10 mL of LB and four times with 1 mL of LB. For each wash, the beads were rotated at 4°C for 5 minutes. Proteins were then released from the FLAG beads by incubation with 500 mL of elution buffer(EB: ( 0.5N ) NH<sub>4</sub>OH, ( 0.5mM ) EDTA), and then concentrated to 20µl at 4°C.

### **Protein Digestion**

For Mass spectrometric analyses, samples were run in 1D SDS-PAGE gel and stained by silver nitrate {Mortz, 2001 #52}. The SDS-PAGE gels were cut into pieces according to the silver staining result. The band pieces were washed with 300 µl of dH<sub>2</sub>O water for 5 min then discard the supernatant. Add 100 µl of destaining solution (100mM potassium ferricyanide; 50mM sodium thiosulfate) for 10min. Discard the supernatant. Wash the band pieces with 400 µl of 50 mM NH<sub>4</sub>HCO<sub>3</sub> / CH<sub>3</sub>CN (50:50 v/v) for 10 min. Discard the supernatant. Add 100 µl of CH<sub>3</sub>CN to dehydrate the band pieces for 10 min. Discard the supernatant. Add 20 µl of 10 ng/µl of modified trypsin in 20 mM NH<sub>4</sub>HCO<sub>3</sub>. Allow bands to rehydrate in trypsin digestion buffer for 30 min and then add more 20 mM NH<sub>4</sub>HCO<sub>3</sub> (minus the trypsin) to cover the band pieces. Incubate at 37°C overnight. Add an equal volume of CH<sub>3</sub>CN to the digest. Incubate at room temperature for 30 min. Transfer supernatant to a new clean Eppendorf tube and then lyophilized by vacuum centrifugation and stored at -80°C

### **Liquid Chromatography-Mass Spectrometry**

Liquid chromatography was performed on a nano Acquity UPLC system (Waters Corporation, Milford, USA) connected to a LTQ Orbitrap XL mass spectrometer (Thermo Scientific, Bremen, Germany) equipped with an online nano-electrospray ion source (Michrom Bioresources, Auburn, USA). Peptides were resuspended with 25 µl solvent A (5% acetonitrile, 0.1% formic acid in water). 20µl peptide solution was loaded onto the Captrap Peptide column (2mm x 0.5mm, Michrom Bioresources, Auburn, USA) at a 20 µl/min flow rate of solvent A for 5 min and then was separated on a Magic C18AQ reverse phase

column (100 $\mu$ m id $\times$ 15cm, Michrom Bioresources, Auburn, USA) with a linear gradient. Starting from 5% B (90% acetonitrile, 0.1% formic acid in water) to 45% B (in other words, from 95% A to 55% A, the same below) in 70 min. The column flow rate was maintained at 500 nL/min and column temperature was maintained at 35°C. The electrospray voltage of 1.4 kV versus the inlet of the mass spectrometer was used.

LTQ Orbitrap XL mass spectrometer was operated in the data-dependent mode to switch automatically between MS and MS/MS acquisition. Survey full-scan MS spectra with one microscan ( $m/z$  350-1600) was acquired in the Orbitrap with a mass resolution of 60,000 at  $m/z$  400, followed by MS/MS of the eight most-intense peptide ions in the LTQ analyzer. The automatic gain control (AGC) was set to 1000 000 ions, with maximum accumulation times of 500 ms. For MS/MS, we used an isolation window of 2  $m/z$  and the automatic gain control (AGC) of LTQ was set to 20 000 ions, with maximum accumulation time of 120 ms. Single charge state was rejected and dynamic exclusion was used with two microscans in 10 s and 90 s exclusion duration. For MS/MS, precursor ions were activated using 35% normalized collision energy at the default activation  $q$  of 0.25 and an activation time of 30 ms. The spectrum were recorded with Xcalibur (version 2.0.7) software.

### **Data Processing and Analysis**

The mass spectra were searched using the Mascot Daemon software (Version 2.3.0, Matrix Science, London, UK) based on the Mascot algorithm. The database used to search was the UniProtKB/Swiss-Prot database (Taxonomy: *Arabidopsis Thaliana*; release 2012\_12\_28, with 11571 entries). To reduce false positive identification results, a decoy database containing the reverse sequences was appended to the database. The searching parameters were set up as follows: full trypsin (KR) cleavage with two missed cleavage was considered. Oxidation on methionine and acetylation of the protein N-terminus were set as variable modifications. The peptide mass tolerance was 20 ppm and the fragment ion tolerance was 1.0 Da. Peptides which Percolater scores exceeding 13 were accepted as correct matches, the FDR is 0.01.

# Supplementary material for: Arabidopsis Flower and Embryo Developmental Genes are Repressed in Seedlings by Different Combinations of Polycomb Group Proteins in Association with Distinct Sets of Cis-regulatory Elements
**Source:** PLoS Genet. 2016 Jan 13;12(1):e1005771. doi: 10.1371/journal.pgen.1005771
**Supplement:** S2 Fig

**S2 Fig**

quantitative difference in  
some common peak regions  
can't be identified

some unique peaks are identified  
because the signals in the other  
sample just below cutoff

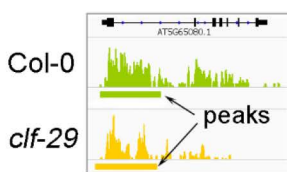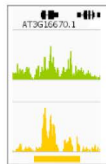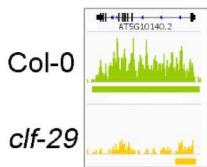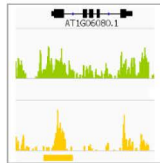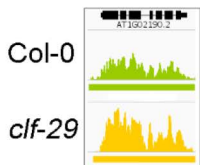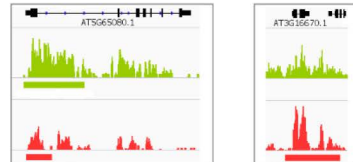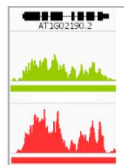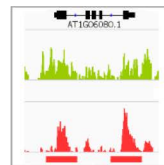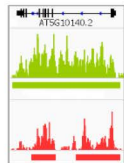

■ Col-0    ■ *clf-29*    ■ *tfl2-2*

# Supplementary material for: Arabidopsis Flower and Embryo Developmental Genes are Repressed in Seedlings by Different Combinations of Polycomb Group Proteins in Association with Distinct Sets of Cis-regulatory Elements
**Source:** PLoS Genet. 2016 Jan 13;12(1):e1005771. doi: 10.1371/journal.pgen.1005771

A

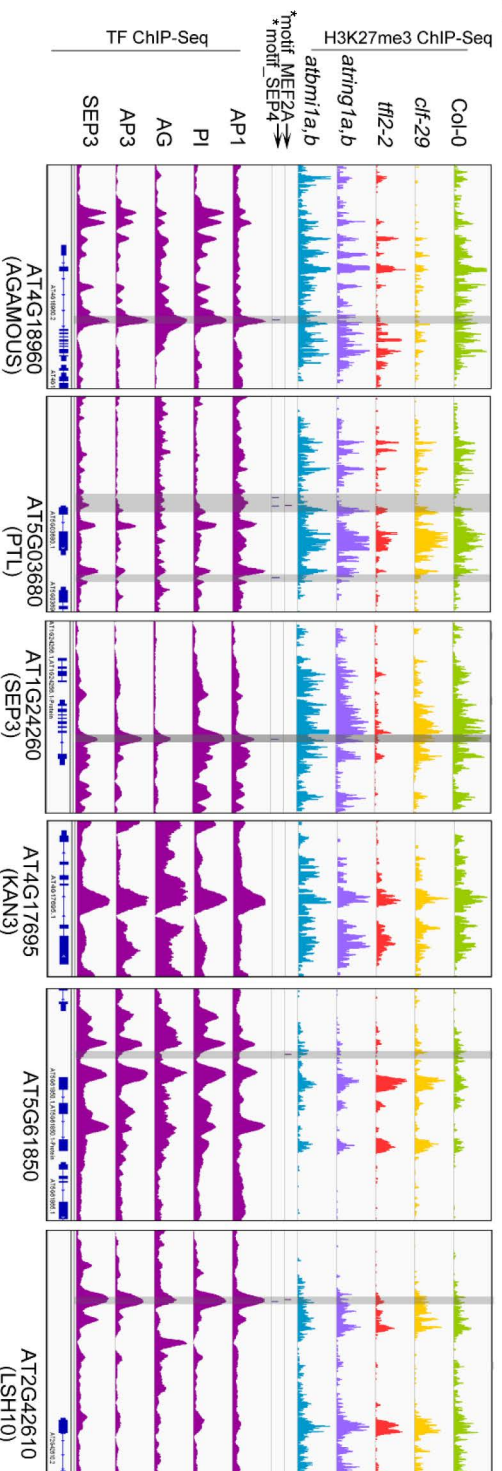

\* MEFF2A and SEP4 are representatives of CArG-box motifs, whose motif logos could be found in Table S3A.

B

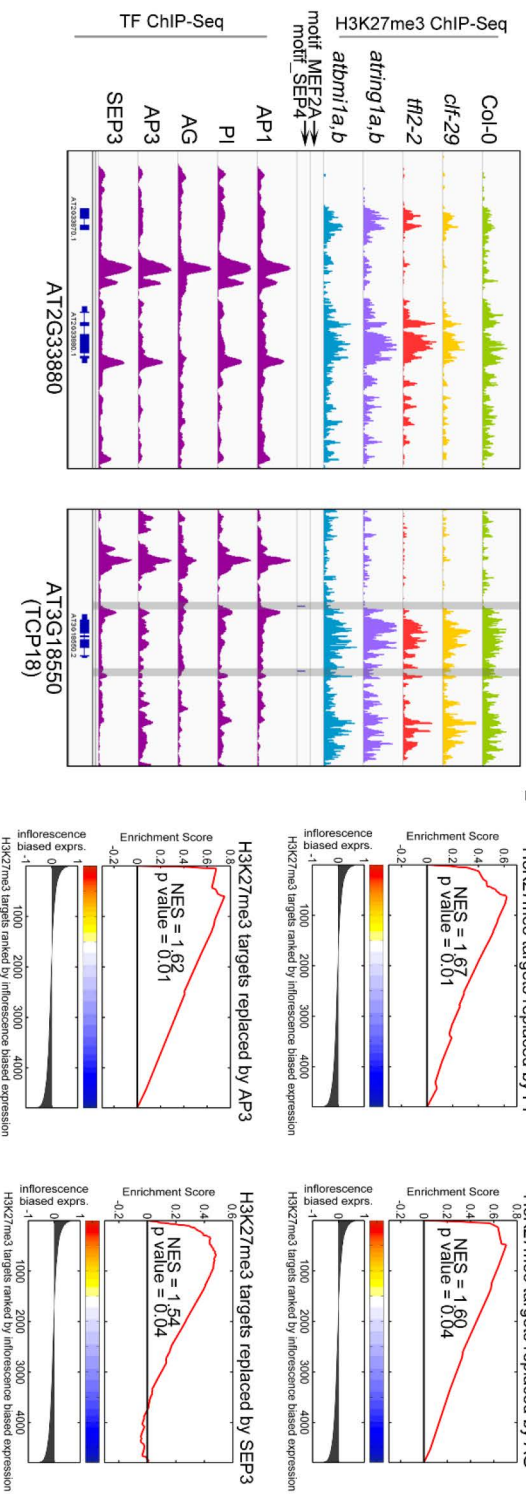

**Supplement:** S9 Fig — (A) IGV screenshots showing examples of co-occupancy between H3K27me3 in seedlings and the bindings of MADS-box TFs in inflorescence. The positions of MADS box TF binding motif CArG-box are indicated by pink bars at bottom of the screen shots, and are highlighted by grey area. (B) Those peak set I targets also occupied by floral organ identity TFs show significant inflorescence biased expression.

# Supplementary material for: Arabidopsis Flower and Embryo Developmental Genes are Repressed in Seedlings by Different Combinations of Polycomb Group Proteins in Association with Distinct Sets of Cis-regulatory Elements
**Source:** PLoS Genet. 2016 Jan 13;12(1):e1005771. doi: 10.1371/journal.pgen.1005771
**Supplement:** S10 Fig

# S10 Fig

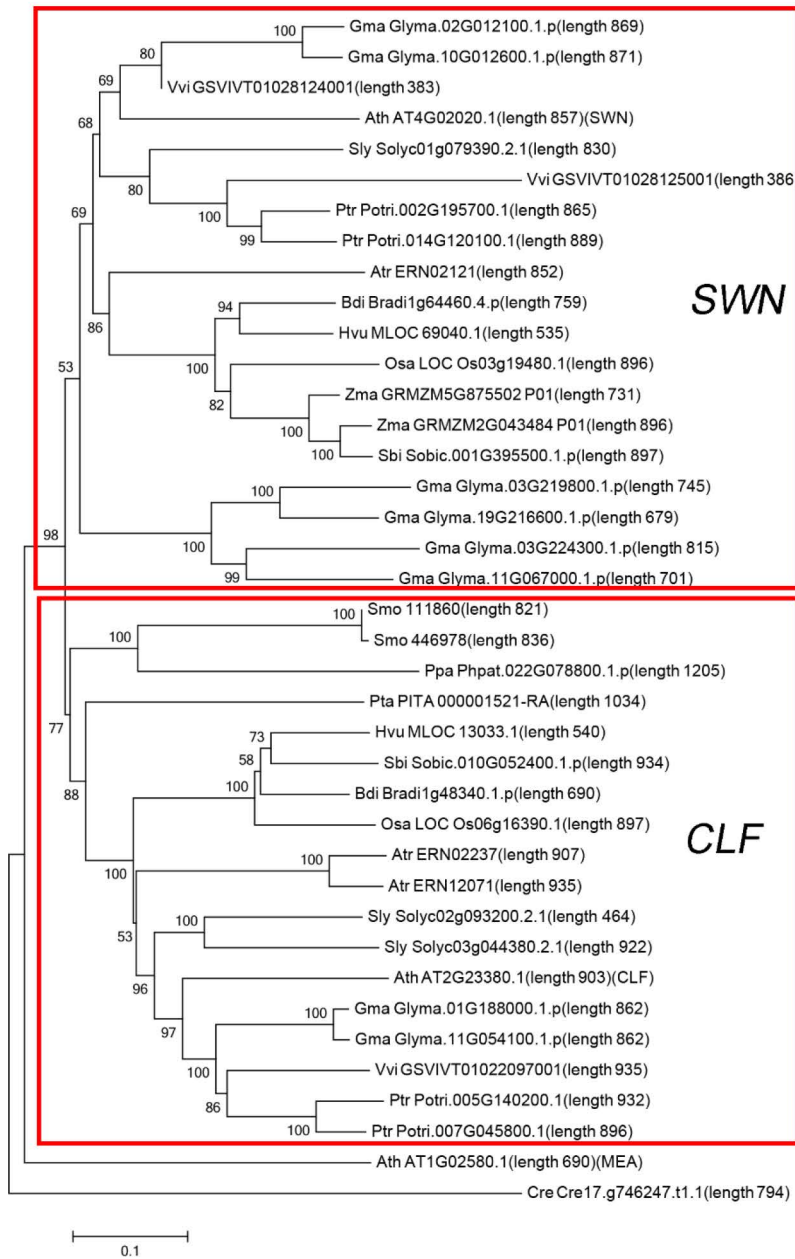

## Abbreviations

**Ath:** *Arabidopsis thaliana*

**Bdi:** *Brachypodium distachyon*

**Cre:** *Chlamydomonas reinhardtii*

**Atr:** *Amborella trichopoda*

**Gma:** *Glycine max*

**Zma:** *Zea mays*

**Vvi:** *Vitis vinifera*

**Osa:** *Oryza sativa*

**Hvu:** *Hordeum vulgare*

**Ppa:** *Physcomitrella patens*

**Pta:** *Pinus taeda*

**Ptr:** *Populus trichocarpa*

**Sbi:** *Sorghum bicolor*

**Sly:** *Solanum lycopersicum*

**Smo:** *Selaginella moellendorffii*

# Supplementary material for: Arabidopsis Flower and Embryo Developmental Genes are Repressed in Seedlings by Different Combinations of Polycomb Group Proteins in Association with Distinct Sets of Cis-regulatory Elements
**Source:** PLoS Genet. 2016 Jan 13;12(1):e1005771. doi: 10.1371/journal.pgen.1005771
**Supplement:** S12 Fig

# S12 Fig

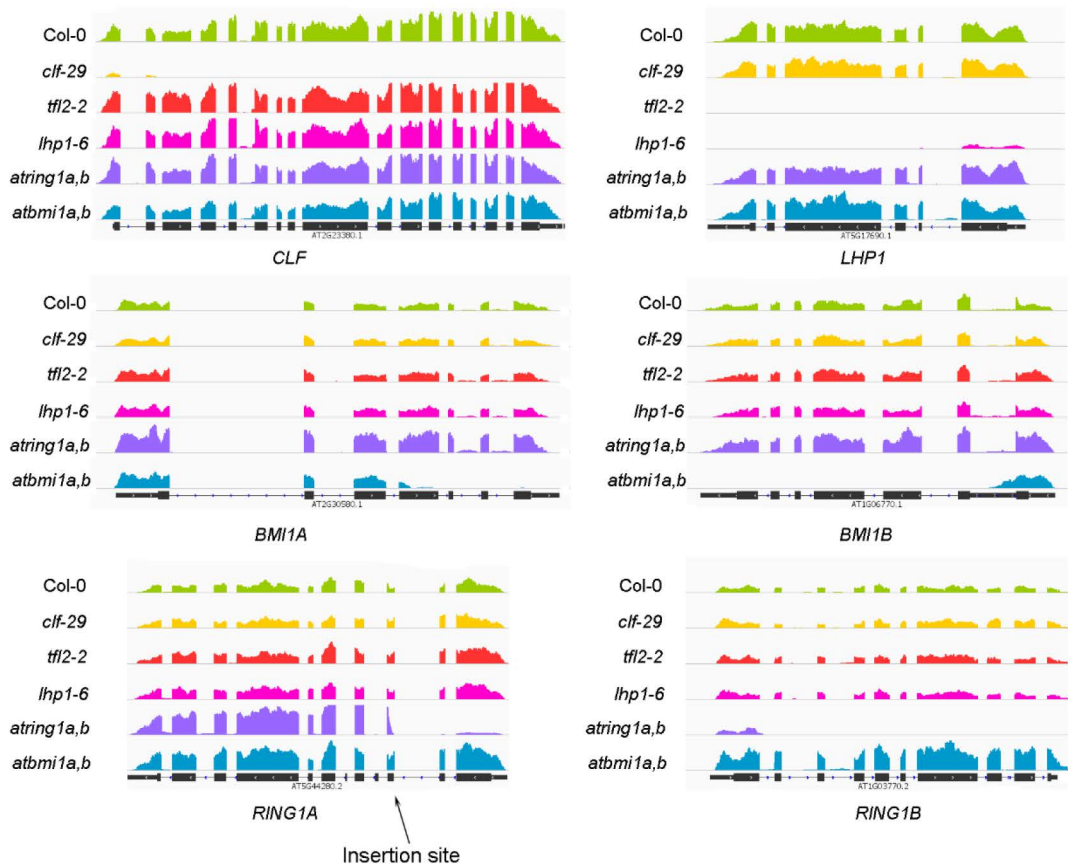

almost no expression of 1st and 2nd exons  
Expression of other exons are driven by T-DNA insertion, which has ATG on 5' end

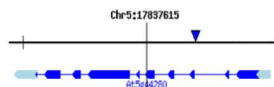

Sequence (A. th genome BLAST matches underlined)

>25-K015443-022-293-A04-8409  
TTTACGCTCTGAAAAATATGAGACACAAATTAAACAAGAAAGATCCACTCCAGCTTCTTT  
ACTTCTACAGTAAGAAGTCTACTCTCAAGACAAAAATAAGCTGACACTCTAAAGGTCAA  
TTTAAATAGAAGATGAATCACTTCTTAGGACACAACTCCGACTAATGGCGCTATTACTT  
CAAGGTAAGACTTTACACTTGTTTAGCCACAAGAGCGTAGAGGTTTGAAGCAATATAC  
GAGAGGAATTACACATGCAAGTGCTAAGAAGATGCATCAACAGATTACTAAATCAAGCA  
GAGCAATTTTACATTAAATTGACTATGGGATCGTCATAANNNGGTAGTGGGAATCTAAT  
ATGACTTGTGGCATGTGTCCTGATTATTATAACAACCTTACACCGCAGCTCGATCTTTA  
TAAGCCTA

GenBank Accession  
Graphic View

AL945948 [GenBank]  
▼

How the deposited data were processed for this re-analysis (not part of the article)

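H3K27me3 was measured by ChIP-seq in 10 libraries and transcripts by RNA-seq in 14 libraries of *Arabidopsis thaliana* seedlings, and 5 control libraries made without antibody were not analysed here. Each of the 29 samples was mapped to its genotype and replicate from the sample labels and the Methods. The labels give 21 °C or 22 °C for growth and the Methods 22 °C, and both were kept. The Methods describe *clf-29swn-21* as whole plants on medium, and the labels describe material without roots.

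For RNA-seq, the authors mapped cleaned reads to TAIR10 with TOPHAT and deposited whole-number counts per gene and library, without normalization. The paper's text does not name the counting tool. Counts on no gene or on several genes, between 2.66% and 3.43% of a library, were left out of library sizes and tests. The authors also deposited a table of comparisons between single libraries with a log2 fold change and a P value per gene, for which the Methods name DESeq. The log2 values and p-values of the authors' deposited table were used only to count the authors' calls, to give medians of the 108 and 164 genes and, as an alternative, to form expression groups. Both *swn-21* libraries are compared there with the second Col-0 library. For ChIP-seq, the authors mapped reads to TAIR10 with BWA and called peaks in each library separately with MACS. The score of each deposited peak is the authors' own value. Depth was taken from S2A Table. M values of MAnorm need reads and were not recomputed, and those quoted from S5 Table are the paper's.

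Of 33602 genes in the count files, 32835 (97.7%) matched the annotation. Only part of S2B Table was at hand: the 633 genes that could be read all overlapped their annotated positions, and no test was run on that table. Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr, libraries were scaled by TMM, and all 14 libraries entered 1 fit with a coefficient for each of 7 groups, tested by the quasi-likelihood test with robust estimation. A gene was called at a log2 fold change above 1 in either direction and an unadjusted p under 0.05, and counts at a Benjamini-Hochberg adjusted p under 0.05 are given beside these. The LHP1 mutant lines *tfl2-2* and *lhp1-6* form 1 group of 2 libraries. Sets of genes were tested with limma's camera at a preset correlation of 0.01 and with fry. They were also compared with 10000 random lists matched in 50 bins on mean expression over all 14 libraries. CPM were computed from TMM library sizes. A fold against 0 counts is given as a bound from 3 counts, and against 1 to 3 counts as a ratio with an exact counting interval. Expression groups were made by k-means with 3 centres and 25 starts. Correlations between mutants were computed from libraries that share no control, and a simulation of unchanged groups gave the value that shared Col-0 libraries alone produce.

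Peak lists were compared in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9. An overlap of 1 bp counted as shared. Joint loss of peaks was tested with Fisher's exact test and stratified over 10 deciles of the Col-0 score by the Mantel-Haenszel estimate. Motifs were matched as consensus sequences in windows of 1000 bp or 500 bp around peak centres, against 10 sets of random windows, once matched on GC content in bins of 2%. Intervals of shares are 95% Wilson intervals and cover counting error only.

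The count procedure was tested on simulated data with 200 changed genes per comparison. By the unadjusted criterion it recovered 94% in *clf-29* (20863 genes), 92% in *atring1a,b* (20870 genes) and 92% in *clf-29swn-21* (20865 genes), and called 554, 505 and 463 unchanged genes. By the adjusted criterion it recovered 62%, 65.5% and 63%, and called 4, 7 and 3 unchanged genes. The peak and motif procedures were tested on simulated intervals and planted motifs.

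The rule for the genes named in the text was set before the data were examined. They are the genes that the paper or its figures name, the PcG genes, listed floral MADS box, seed storage, oleosin and embryo regulator genes, and for each mutant up to 3 genes with the largest increase and 3 with the largest decrease past an adjusted p of 0.05 with the same direction in both pairs of libraries. A list of 24 root genes was fixed with it. Alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, growth temperature or replicate number in the fit, a term for the replicate 2 libraries of 4 genotypes, a fit of the 4 libraries compared, the replicate 1 or the replicate 2 libraries of both groups compared left out, or 1 of the LHP1 mutant lines, stricter or second peak lists, other backgrounds and other windows. The differences between replicates correlated by 0.272 to 0.761 over the 6 pairs among Col-0, *clf-29*, *atbmi1a,b* and *atring1a,b*, and by -0.135 to 0.064 over the other 9 pairs of genotypes. The replicate numbers were therefore taken to pair the libraries of these 4 genotypes, which were picked from these correlations, and not those of all genotypes. Gene ontology, gene set enrichment in other tissues, transcription factor binding and LHP1 binding data were not used here. The share of 1 gene family with a Col-0 peak is not reported here.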

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

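Of the tests in this part, those on peak loss at the root genes and on an intact *SWN* gene were chosen after the result was seen.

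Root genes in *clf-29swn-21* stand above Col-0, in a set of genes the paper does not discuss. Of 24 listed root genes, 17 were tested, and their median log2 fold change in *clf-29swn-21* was 5.84, with 16 above 0 (adjusted p = 5.67e-05 from limma's camera and 0.00736 from fry). With the 3 genes at 0 counts in Col-0 at their bound, the median was 4.77. Of 10000 random lists matched on mean expression, 120 had a median as high. The median over these lists was 2.82 and the highest 7.55, so genes of like expression rose too. The size depended on the library, with a median of 3.24 without the replicate 1 libraries and 8.65 without the replicate 2 libraries. In a fit of the 4 libraries compared, 15 genes were tested, with a median of 7.515. There limma's camera gave an adjusted p of 3.45e-06, but fry gave 0.231. In the other mutants the median was 1.77 in *atbmi1a,b* (adjusted p = 0.0541 from limma's camera and 0.501 from fry), 0.60 in the libraries labelled *swn-21*, -0.19 in *clf-29*, -0.32 in the LHP1 mutant lines and 0 in *atring1a,b*. The most abundant of these transcripts in *clf-29swn-21* were AT4G30170 with 67.8 CPM (0.0638 in Col-0), AT5G17820 with 31.7, AT5G66390 with 11.5 and *SMB* with 10.8, while AT1G05240 was at 0. Only *NRT2:1* of the list was above 1 CPM in Col-0, and 0 of the 24 genes are in the lists of 108 and 164 genes.

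Loss of a called H3K27me3 peak on each of these genes does not cover the whole rise. The 6 tested root genes without a peak in the first Col-0 list also rose, with a median log2 fold change of 4.70 and all 6 above 0. The 11 with a peak had a higher median of 7.53, with 10 above 0. Loss of H3K27me3 itself stays open, since the paper describes marked regions below its peak cutoff. There is also no H3K27me3 library of *clf-29swn-21*. Root material in these libraries may contribute, as the Methods state that *clf-29swn-21* was harvested as whole plants. The rise of 5.84 was predicted for it, but that rise is the observed pattern itself. It therefore does not tell root material from expression outside the root. Expression of root genes outside the root in plants without CLF and SWN is also open and was not tested, since the genotype and the way of harvesting go together here.

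*SWN* transcripts were not lower in the libraries that carry the *swn-21* label. In *clf-29swn-21* the log2 fold change of *SWN* was 0.90 (standard error 0.21, adjusted p = 0.0101 from edgeR), with 1.28 and 0.57 in the 2 pairs of libraries. In the libraries labelled *swn-21* it was 0.59 (standard error 0.21, adjusted p = 0.868 from edgeR). An intact *SWN* gene in these libraries and a mutant gene that is still transcribed cannot be told apart from the value of 0.59, because counts per gene do not show where the reads lie. S12 Fig, which the paper gives for the genotypes, was read and shows no panel for *SWN*. No biological explanation was tested.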

How the results depend on the processing

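Of the alternatives in this part, summing the *swn-21* libraries, a term for the replicate 2 libraries of 4 genotypes, all tested genes as background and the overlap with groups from the authors' deposited table were chosen after the data were seen. Of 390 alternative values for 90 results, 264 were taken as unchanged, and 23 results were so under all alternatives run for them. Unchanged means the same direction and side of the threshold, or a move within the spread or interval. For counts, such as numbers of genes or peaks, it means within 1.5-fold of the main value. Of the other alternative values, 103 moved, 11 reversed, 8 became weaker and 4 stronger. Unless a cause is given, the cause was not tested.

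Numbers of called genes depended on the spread estimate and the adjustment, among other choices. In a fit of only the 4 libraries compared, which has fewer libraries for the spread, 258 genes were called in *clf-29* in place of 562, 769 in *atbmi1a,b* in place of 1213 and 988 in *atring1a,b* in place of 1679, and 1955 in at least 1 mutant in place of 2935. In this fit 0 genes passed the adjusted p in *clf-29* (288 at an unadjusted p under 0.05), 0 in the LHP1 mutant lines (867), 0 in *atbmi1a,b* (809), 0 in *atring1a,b* (1009) and 0 in *clf-29* minus *swn-21* (1560), and 2713 did in *clf-29swn-21* in place of 5928. By the adjusted p in the calling criterion, 6 genes were called in *clf-29*, 22 in place of 869 in the LHP1 mutant lines, 212 in *atbmi1a,b*, 303 in *atring1a,b*, 0 in *swn-21* in place of 639 (1074 at an unadjusted p under 0.05), 5 in *clf-29* minus *swn-21* in place of 1382, and 396 in at least 1 mutant. DESeq2 gave more genes past the adjusted p: 83 in *clf-29*, 240 in the LHP1 mutant lines, 531 in *atbmi1a,b*, 796 in *atring1a,b*, 41 in *swn-21* and 361 in *clf-29* minus *swn-21*. Without the low-count filter these numbers were 10 in *clf-29* and 17 in *clf-29* minus *swn-21*. With growth temperature in the fit they were 40 in the LHP1 mutant lines, 320 in *atbmi1a,b* and 22 in *clf-29* minus *swn-21*. The share of *swn-21* calls that were higher was 63.5%, but 84.7% with growth temperature in the fit and 84.3% with only the 4 libraries compared.

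The replicate numbers pair the libraries of Col-0, *clf-29*, *atbmi1a,b* and *atring1a,b*, which were picked from the correlations of replicate differences, and not those of all genotypes. Of the 9 other pairs of genotypes, 5 include *swn-21*, whose libraries carry 1 growth temperature and are nearly identical, and so could not show a pairing. With a term for the replicate 2 libraries of the 4 genotypes, the genes past the adjusted p were 10 in *clf-29* in place of 6, 68 in the LHP1 mutant lines, 451 in *atbmi1a,b* and 676 in *atring1a,b*. In *swn-21* 3389 were called and 1792 passed, and in *clf-29* minus *swn-21* 4378 and 2969, but the *swn-21* libraries, labelled 22 °C like the 4 libraries of the term, lie outside it, so these numbers also take up the replicate difference. The median of the 164 genes reversed to -0.009 in the LHP1 mutant lines (adjusted p = 0.171) and to -0.048 in *swn-21*, where the call was lost (adjusted p = 0.32, limma's camera). Of the named genes, AT1G02190 passed in *atbmi1a,b* and *atring1a,b*. The root genes in *clf-29* minus *swn-21* lost their call with the term (adjusted p = 0.0302 without it and 0.253 with it, limma's camera). Among the results it was run for, the term changed no other call of a named gene or gene list. It was also run for the overlap of group I with the genes higher in *clf-29* minus *swn-21*, where it lowered the odds ratio. Expression groups were not formed anew with the term, and it was not run for lost peaks. With the replicate number as a block, the median of the 108 genes in *swn-21* was 0.23 (adjusted p = 0.0624 from limma's camera) and that of the 164 genes 0.18 (adjusted p = 0.0159).

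The median log2 fold change of the 108 genes in *swn-21*, 0.15, was 0.047 with growth temperature in the fit (adjusted p = 0.126) and 0.14 without the low-count filter (adjusted p = 0.0524), and its adjusted p over the alternatives lay between 0.00186 and 0.126 (limma's camera). The median of the 164 genes in the LHP1 mutant lines, 0.10, passed the threshold at 0.091 with RLE factors (adjusted p = 0.0497) and at 0.10 without the filter (adjusted p = 0.0399), and was 0.092 with DESeq2. In *swn-21* it was 0.02, but 0.36 with growth temperature in the fit (adjusted p = 0.000599) and 0.435 in the fit of the 4 libraries compared (adjusted p = 4.79e-06, limma's camera), and 0.018 with DESeq2 and 0.021 with the libraries summed. Fits without the replicate 1 or the replicate 2 libraries of both groups compared, or without 1 of the LHP1 mutant lines, gave ranges for the 108 genes of 1.46 to 1.69 in *clf-29*, 1.72 to 1.88 in the LHP1 mutant lines, -0.38 to -0.008 in *atbmi1a,b*, -0.13 to 0.49 in *atring1a,b*, 0 to 0.34 in *swn-21* and 1.81 to 3.33 in *clf-29swn-21*. The last was 3.33 without the replicate 2 libraries. For the 164 genes these ranges were 0 to 0.004 in the LHP1 mutant lines, 3.19 to 3.76 in *atbmi1a,b*, 2.69 to 4.42 in *atring1a,b* (2.69 without the replicate 1 and 4.42 without the replicate 2 libraries), 4.10 to 4.38 in *clf-29swn-21* and 0 to 0 in *swn-21*.

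Among single named genes, 388 of 441 values for 49 results kept direction and call, 37 were weaker, 10 stronger, 6 moved and 0 reversed. Of 48 values in the fit of the 4 libraries compared, 30 were weaker.

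Group III held 737 genes with the authors' deposited table in place of 1134. Over genes called in at least one mutant, the correlation between mutants was 0.222 for *clf-29* with the LHP1 mutant lines (0.113 over all tested genes), 0.218 for *atbmi1a,b* with *clf-29swn-21* (0.153), 0.052 for *clf-29* with *clf-29swn-21* (0) and 0.051 for the LHP1 mutant lines with *atring1a,b* (-0.1). Over genes with a mean of at least 5 CPM, it was 0.024 for *clf-29* with the LHP1 mutant lines, -0.074 for *clf-29* with *clf-29swn-21* and -0.179 for the LHP1 mutant lines with *atring1a,b*. Between replicates it rose over the genes called in each mutant, which were selected on the same libraries, to 0.695 in *clf-29*, 0.948 in the LHP1 mutant lines, 0.888 in *atbmi1a,b*, 0.803 in *atring1a,b*, 0.879 in *clf-29swn-21* and 0.76 in *swn-21*, where the 2 libraries are nearly identical and the value shows little beyond the Col-0 libraries.

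Lost Col-0 peaks fell in number among peaks above the median score, which are fewer, to 105 in *clf-29*, 36 in *tfl2-2*, 28 in *atring1a,b*, 343 in *atbmi1a,b* and 804 in the second Col-0 library. Among Col-0 peaks also found in the second Col-0 library they were 352, 186, 96 and 782 in the same mutants. In the second mutant libraries, 1421 were lost in *clf-29*, 3013 in *atring1a,b* and 2242 in *atbmi1a,b*, and 233 peaks of *atring1a,b* lay outside. With second libraries on both sides, the lost and outside peaks were 543 and 2071 in *clf-29*, 193 and 3963 for *lhp1-6* in place of *tfl2-2*, 1274 and 495 in *atring1a,b*, and 825 and 1349 in *atbmi1a,b*. With at least 50% of a peak covered, 798 were lost in *tfl2-2*. Above the median score, the odds ratio of joint loss reversed to 0.853 for *clf-29* with *atring1a,b* (Fisher's exact test, p = 1), and was 1.24 for *clf-29* with *atbmi1a,b* (p = 0.386) and 2.61 for *tfl2-2* with *atring1a,b* (p = 0.332). The covered share of kept peaks was then 91.0% in *clf-29* and 90.2% in *tfl2-2*. In the second libraries it was 100% in *clf-29*, 72.8% for *lhp1-6*, 99.0% in *atring1a,b* and 100% in *atbmi1a,b*. The second Col-0, *clf-29* and *atring1a,b* libraries have few reads, which limits what a missing peak in them shows.

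Odds ratios for targets of lost peaks changed with the criterion, and their p are adjusted. For peaks lost in *tfl2-2*, genes were called over both LHP1 mutant lines. With genes called by the adjusted p they were 0 for genes called higher in *clf-29* (p = 1), 2.15 in *atring1a,b* (p = 0.0642) and 0 for genes called lower in *atbmi1a,b* (p = 1, Fisher's exact test). With under 50% covered as lost, that of *tfl2-2* reversed to 1.498 (p = 0.0397) and that of group I with peaks lost in *clf-29* and *tfl2-2* to 1.23 (p = 0.24, Fisher's exact test). With all tested genes as background, which adds genes without a Col-0 peak, these peaks gave 1.93 for group I (p = 0.0178) and 0.818 for group II (p = 1), and peaks lost in *atring1a,b* and *atbmi1a,b* gave 3.78 for group I (p = 5.2e-08) and 2.29 for group II (p = 0.109, Fisher's exact test). With groups from the authors' deposited table, the last was 2.47 (p = 0.000548, Fisher's exact test).

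Col-0 peaks in genes or upstream rose to 93.2% with any base of a peak and 91.3% with 2000 bp upstream. Each Col-0 library alone gave 0.181 to 0.185 RPKM for targets and 3.54 to 3.81 RPKM for other genes, with a Spearman's rho of 0.0108 to 0.0147. Targets by gene body had 0.0799 RPKM and a rho of -0.0443. In 500 bp windows the G-box ratio was 1.83, and odds ratios of the telo-box reversed to 1.16 (p = 0.537) and 1.14 (p = 0.755) for the peaks lost in *clf-29* and *tfl2-2* and in *atring1a,b* and *atbmi1a,b*, while that of the G-box in the latter was 1.98 (p = 0.0339, all adjusted, Fisher's exact test).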

Differences from the paper's values

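Of the settings in this part, all tested genes as background, the overlap with groups from the authors' deposited table and the medians in that table were chosen after the values were seen.

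The number of genes called only in *clf-29swn-21* was 5197 against the paper's 1290, and none of the alternatives set before the data were examined closed the gap (4799 to 5665 genes). In the authors' deposited table, the first *clf-29swn-21* library gives 1312 such genes. Groups I, II and III held 1412, 389 and 1134 genes, against the paper's about 710, about 1100 and about 620 in Fig 4A, read by eye. Of the alternatives, 4 other seeds did not change these sizes, and log2 fold changes of the authors' deposited table gave 1454, 568 and 737 genes, of which only group III came within the paper's value. Group I here also differs in profile, as its genes rose more in *atring1a,b* and *atbmi1a,b* than in *clf-29* and the LHP1 mutant lines.

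The median log2 fold change of the 108 genes was 1.45 in *clf-29*, against the paper's about 1.0 in Fig 5C, and 1.88 in the LHP1 mutant lines, against about 1.4, read by eye. The alternatives set before the data were examined gave 1.38 to 1.69 and 1.72 to 1.88, and with the genes at 0 counts in Col-0 at their bound the medians were 1.41 and 1.72. None of these closed the gap. For the 164 genes it was 3.20 in *atbmi1a,b*, against the paper's about 2.6 in Fig 5D, and 3.67 in *clf-29swn-21*, against about 2.3, read by eye. The alternatives gave 3.17 to 3.76 and 3.65 to 4.38, and none of them closed the gap. With the genes at 0 counts in Col-0 at their bound, the medians were 2.88 in *atbmi1a,b* and 3.00 in *clf-29swn-21*. These medians mix the bounds of 26 of the 160 genes with fitted values of the others, so they are neither bounds nor estimates, and that 2.88 lies within the spread between replicates (SD 0.40) of the paper's value does not show that the gap is closed. In the authors' deposited table of single libraries, chosen after the values were seen, the first libraries reach the paper's values on the log2 scale: the medians are 1.04 in *clf-29*, 1.38 in *tfl2-2* and 1.35 in *lhp1-6* for the 108 genes, and 2.56 in *atbmi1a,b* and 2.26 in *clf-29swn-21* for the 164 genes. Its second libraries give 0.93 in *clf-29*, 1.96 in *atbmi1a,b* and 1.85 in *clf-29swn-21*.

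Other statements of the paper rest on M values, and presence of a peak is another measure, which the paper itself found to perform poorly for these mutants (S2 Fig). The paper states that more regions were reduced than increased in *clf-29*, *tfl2-2* and *atbmi1a,b*. In the first libraries, 926 Col-0 peaks were lost and 977 peaks lay outside in *clf-29*, and 460 and 2094 in *tfl2-2*, while in *atbmi1a,b* 1480 were lost and 806 lay outside. The paper finds its peak set I enriched in group I and its set II in group II (Fig 5A and 5B). Targets of lost peaks gave odds ratios of 0.746 and 0.596. All tested genes as background gave 1.93 for the first, and groups from the authors' deposited table 2.47 for the second, both chosen after the values were seen. The paper describes no clear change of group I in *atbmi1a,b*. The median log2 fold change there was 0.94 in group I as formed here, whose profile differs from the paper's, which also bears on its overlaps. The paper finds the telo-box enriched in set I against random genomic regions. Against the other Col-0 peaks, another background, the odds ratio in lost peaks was 0.734, and 1.16 in 500 bp windows. Against random windows, the share of lost peaks with a match was higher (14.7% against 11.0%, untested). In 500 bp windows it was 11.05% against 5.91%, so these values do not contradict the paper.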

Other observations

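Of the tests in this part, those on 1 library behind both *swn-21* samples, on batches shared between genotypes (other than the replicate block), on the *RING1A* paralog and a single library, and on read depth and peak number were chosen after the result was seen.

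Weak peaks near the calling threshold may account for much of the loss of Col-0 peaks in the mutants. The second Col-0 library missed 43.4% of the peaks of the first, and lost peaks had lower scores than kept ones in each of the 4 mutants, with medians of 75.8 against 181.8 in *tfl2-2* and 81.8 against 169.6 in *atring1a,b*. Loss shared by *clf-29* and *tfl2-2* is not explained by weak peaks alone, since the odds ratio of joint loss stayed at 10.7 within deciles of the score. A shared biological effect of the 2 mutations and a technical property common to both libraries other than the score were not tested.

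Read depth may set how many peaks were called. Over the 10 libraries, the number of peaks rose with the paper's number of reads, with a Spearman's rho of 0.855 (permutation p = 0.00262, adjusted p = 0.00524 over 2 relations) and a Pearson's r of 0.735 (permutation p = 0.00896). Without the 2 *atring1a,b* libraries, r was 0.820. The covered length followed the reads less clearly, with a rho of 0.576 (permutation p = 0.0887, adjusted p = 0.0887) and an r of 0.883 (permutation p = 0.00693), which was 0.245 without the same 2 libraries and so rests on them. No value was computed within the 5 libraries of each growth temperature of the labels. A difference between these sets of libraries is therefore not separated from read depth.

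Whether the total called length of a list sets how much of the length of Col-0 peaks it covers cannot be told apart from an effect of the mutations. Over the 8 mutant libraries, the median share of the length of kept Col-0 peaks that a list covered had a rank coefficient of 0.586 with its called length, and each genotype has only 1 or 2 libraries.

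The 2 libraries labelled *swn-21* differed by little more than sampling noise, with a chi-square per degree of freedom of 1.30. The same counts given for both samples are argued against, as their total counts on genes differed by 4264851. Whether 1 library was sequenced in 2 runs or the samples were very similar cannot be told apart from this ratio, since no other pair of this genotype is there to compare.

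Replicates of a genotype differ in a way that 4 genotypes share. The differences between replicate 2 and replicate 1 correlated by at least 0.272 over the 6 pairs among Col-0, *clf-29*, *atbmi1a,b* and *atring1a,b*, as a growth or submission batch common to these would give. A batch common to all genotypes is argued against by the lowest of the 15 pairs, -0.135. This batch may contribute to the few genes past the adjusted p in *clf-29*. With a term for the replicate 2 libraries of these 4 genotypes, 10 genes passed in place of 6, 814 in place of 562 were called, and 1797 in place of 930 had an unadjusted p under 0.05. The term was defined from the same replicate differences, and 10 genes remain few. The fit with the replicate number of all genotypes as a block, in which 4 genes passed, does not decide, since it covers genotypes that do not share the difference.

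*RING1A* transcripts were higher in *atring1a,b* than in Col-0. A single deviating library is argued against, as the lower of the 2 *RING1A* values was 601.2 CPM. *RING1B* reached at most 1.64 CPM in *atring1a,b*. This cannot show whether reads of this paralog were counted on *RING1A*, since such reads would be missing from *RING1B*. In the Col-0 libraries *RING1B* was at 8.14 and 15.7 CPM, so its reads at that level could not make up 601.2 CPM. The expression from the T-DNA that the paper describes was not tested.

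Whether a general upward shift of genes with low counts in Col-0 contributes to the rise of the 164 genes in *clf-29swn-21* was not decided. Of 10000 random lists, 0 had a median as high. These lists were matched on mean expression over all 14 libraries, including those in which the 164 genes rise, and not on the level in Col-0. A biological effect of losing CLF and SWN stays open, as does the different way of harvesting.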
